# AMPK activation by glycogen expenditure primes the exit of naïve pluripotency

**DOI:** 10.1038/s44319-025-00384-x

**Published:** 2025-02-17

**Authors:** Seong-Min Kim, Eun-Ji Kwon, Ji-Young Oh, Han Sun Kim, Sunghyouk Park, Goo Jang, Jeong Tae Do, Keun-Tae Kim, Hyuk-Jin Cha

**Keywords:** naïve Pluripotency, Glycogen, AMPK, Fatty Acids, Pre-implantation Embryo, Metabolism, Stem Cells & Regenerative Medicine

## Abstract

Embryonic and epiblast stem cells in pre-and post-implantation embryos are characterized by their naïve and primed states, respectively which represent distinct phases of pluripotency. Thus, cellular transition from naïve-to-primed pluripotency recapitulates a drastic metabolic and cellular remodeling after implantation to adapt to changes in extracellular conditions. Here, we found that inhibition of AMPK occurs during naïve transition with two conventional inhibitors of the MEK1 and GSK3β pathways. The accumulation of glycogen due to iGSK3β is responsible for AMPK inhibition, which accounts for high de novo fatty acid synthesis in naïve (ESCs). The knockout of glycogen synthase 1 in naïve ESCs; GKO, resulting in a drastic glycogen loss, leads to a robust AMPK activation and lowers the level of fatty acids. GKO loses cellular characteristics of naïve ESCs and rapidly transitioned to a primed state. The characteristics of GKO are restored by the simultaneous AMPK KO. These findings suggest that high glycogen in epiblast within pre-implantation blastocyst may act as a signaling molecule for timely activation of AMPK, thus ultimately contributing to transition to post-implantation stage epiblast.

## Synopsis

Glycogen accumulation in naïve ESCs and pre-implantation blastocyst epiblasts suppresses AMPK, promoting de novo fatty acid synthesis. Timely activation of AMPK via glycogen consumption until implantation is essential for progression to later embryonic development stages.

- Glycogen accumulation in naïve embryonic stem cells (ESCs) leads to constant inhibition of AMPK.
- Glycogen synthesis in naïve ESCs contributes to elevated de novo fatty acid synthesis.
- Loss of glycogen (*Gys1* KO) in naïve ESCs resulted in a restored phenotype when AMPK is simultaneously knocked out.
- Glycogen serves as a signaling molecule, ensuring timely activation of AMPK in the epiblast during embryonic implantation.

## Abstract (web summary)

Glycogen accumulation in naïve ESCs and pre-implantation blastocyst epiblasts suppresses AMPK, promoting de novo fatty acid synthesis. Timely activation of AMPK via glycogen consumption until implantation is essential for progression to later embryonic development stages.

## Introduction

The unique cellular characteristics of naïve and primed embryonic stem cells (ESCs) such as signaling, epigenetics, and metabolism reflect the biology of embryonic and epiblast stem cells of pre- and post-implantation embryos (Kim et al, 2022c; Nichols and Smith, 2009; Shan et al, 2017). The requirement of two chemical inhibitors (2i) for MEK1/2 and GSK3β pathways for maintaining naïve ESCs epitomizes the constant suppression of MEK1 and GSK3β pathways by Netrin-1 signaling in the preimplantation embryo (Huyghe et al, 2020). Additionally, the high dependency of fatty acids on the survival of ESCs (Tanosaki et al, 2020; Yan et al, 2021) illustrates the critical roles of fatty acids during early embryogenesis, as demonstrated by the embryo lethality caused by genetic perturbation of key genes involved in fatty acid synthesis such as fatty acid synthase (*Fasn*) (Chirala et al, 2003) or acetyl-CoA carboxylase 1 (*Acc1*) (Abu-Elheiga et al, 2005). Thus, the active production of fatty acid up to the blastocyst stage (Haggarty et al, 2006) suggests that embryos favor fatty acid oxidation (FAO) as a source of energy (Krisher and Prather, 2012).

Particularly, the dynamic change of glucose metabolism during embryo development has also been closely characterized by comparing naïve and primed ESCs [reviewed in (Folmes et al, 2012; Perestrelo et al, 2018)]. Although primed ESCs and human induced pluripotent stem cells (iPSCs) predominantly depend on glycolysis (Cha et al, 2017), a clear metabolic shift to bivalent metabolism with capacity for oxidative phosphorylation (OxPHOS) occurs in naïve ESCs (Sperber et al, 2015; Zhou et al, 2012). Such metabolic transition (i.e., primed to naïve) is induced by epigenetic changes from differentially produced metabolites such as attenuation of H3K27me3 by decrease of *S*-adenosyl methionine (Sperber et al, 2015) and increase of α-ketoglutarate (Carey et al, 2015). Interestingly, the metabolic transition from primed to naïve ESCs is initiated by simultaneous inhibition of MEK1 and GSK3β with 2i (Kim et al, 2022a; Koo et al, 2023; Vardhana et al, 2019) through the upregulation of *Esrrb* (Sone et al, 2017) or *LIN28* (Zhang et al, 2016). *Esrrb* expression is a downstream event of GSK3β inhibition (Martello et al, 2012), and therefore signaling pathways altered by 2i determine the acquisition of naïve pluripotency.

Glycogen dynamics during embryonic development have been characterized for decades (Edirisinghe et al, 1984a; Thomson and Brinster, 1966) and its role as a stored energy source has been previously reported (Dean, 2019). Particularly, glycogen levels increase with embryonic development from the 2-cell stage to the early blastocyst stage, which is followed by a sharp decrease after the late blastocyst stage (Edirisinghe et al, 1984b; Thomson and Brinster, 1966). Although GSK3β phosphorylates and inhibits glycogen synthase (encoded by *Gys1*), exposure to a GSK3β inhibitor to consequently activate glycogen synthase only promotes glycogen synthesis in naïve ESCs (Kim et al, 2022a), which is reproduced in human ESCs (Chen et al, 2015). These studies suggest that naïve specific glycogen itself has roles in maintaining naïve pluripotency (Chen et al, 2015; Kim et al, 2022a).

This study aimed to determine the role of intracellular glycogen, which we had previously found to exclusively exist in naïve pluripotency. Through the establishment of a *Gys1* knockout, we demonstrated that intracellular glycogen would serve as a signaling molecule for the timely activation of AMPK to repress the de novo synthesis of fatty acids, whose temporal reduction primes an exit from naïve pluripotency.

## Results

### Reduced AMPK-dependent phosphoproteome during the transition to the naïve state with 2i

The induction of naïve pluripotency [or ground state as previously demonstrated (Galonska et al, 2015; Marks et al, 2012)] to mimic the pre-implantation embryos is achieved through simultaneous inhibition of MEK1 and GSK3β with chemical inhibitors (hereinafter referred to as 2i) along with leukemia inhibitory factor (LIF). The timely alteration of the transcriptome during this transition provides a snapshot of the changes in gene expression patterns in response to these agents (Yang et al, 2019). However, the kinase signaling pathways that initiate such gene response upon simultaneous inhibition of MEK1 and GSK3β remain largely unexplored. To this end, we took advantage of a recently published phosphoproteome dataset collected at multiple stages of naïve pluripotency induction (Martinez-Val et al, 2021); Data ref: Martinez-Val et al, 2021), as shown in Fig. 1A. Through a meta-analysis of the phosphoproteome datasets, we identified four clusters with distinct phosphoproteome signatures (SL: Cont, 0.5 h, 1 h/2 h, and 6 h after 2i treatment) (Fig. 1B). The differentially phosphorylated proteins (DPs) became manifested from 0.5 h (Fig. 1C) to 6 h after 2i treatment (Fig. EV1A). To investigate the perturbation-induced changes, we employed hierarchical clustering to group phosphoproteins based on their phosphorylation patterns across time points. Subsequently, we conducted an analysis to determine upstream kinases corresponds to phosphoproteins within each cluster (Fig. 1D). As anticipated, phosphoproteins in cluster 3 exhibited a gradual decrease in phosphorylation over time following 2i treatment, showing associations with downstream substrates of MAPK1, ERK1, and GSK3, as a result of iMEK1 and iGSK3β treatment (Fig. EV1B). Concurrently, the observed reduction in phosphorylation of phosphoproteins also correlated with AMPK downstream substrates (Fig. 1E). In addition, we analyzed phosphoproteome data from temporal naïve pluripotency induction, independently achieved by Cdk8/19 inhibitor treatment (Cdk8i) (Fig. EV1C) (Martinez-Val et al, 2021). Similar to the case of 2i treatment for inducing naïve pluripotency, the time-dependent phosphoproteome profiles of Cdk8i treatment revealed that cluster 1 phosphoproteins showed a consistent reduction pattern, which overlapped with downstream substrates of ERK1 and MAPK1 (Fig. EV1D). Moreover, AMPK substrates were also enriched in cluster 1 (Fig. EV1E). These findings suggest a strong association between AMPK pathway inhibition and the induction of a naïve pluripotent state.

**Figure 1:**
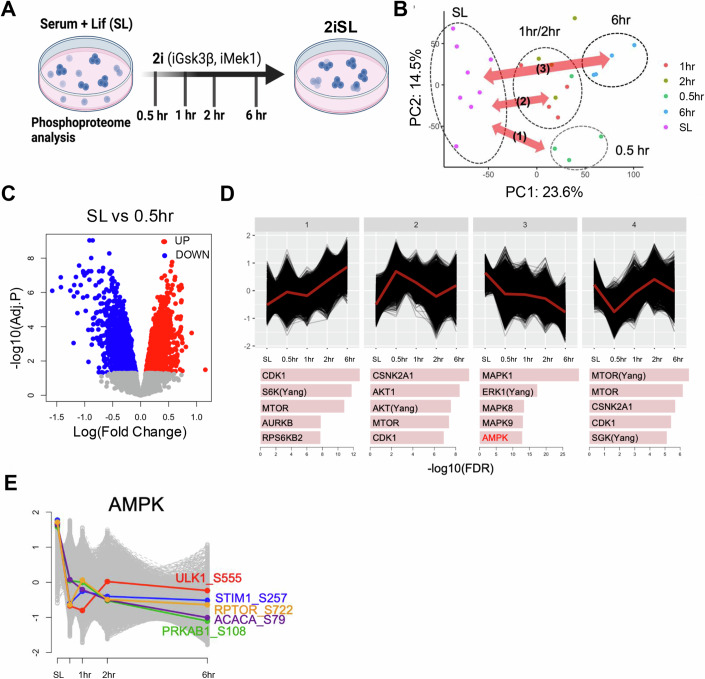
Reduced AMPK-dependent phosphoproteome during the transition to the naïve state with 2i. (**A**) Graphical image of experimental flow from Mariniez-Val et al, 2021, (**B**) Principal component analysis of the phosphoproteome from (**A**). (**C**) Volcano plot of differentially phosphorylated proteins after 0.5 h of treatment (*n* = 4) compared to SL (*n* = 8). We employed moderated t-test, which was implemented in the R package limma (v3.62.1). Differentially phosphorylated proteins were selected based on a Benjamini–Hochberg-adjusted P-value less than 0.05 and an absolute fold-change greater than 0 as the cut-offs. (**D**) Hierarchical clustering results representing four phosphoprotein’ clusters showing distinct phosphoproteome changes at various time points. The top five kinase categories significantly enriched in each phosphoprotein cluster. (**E**) Phosphoproteins phosphorylated by AMPK among the phosphoproteins belonging to cluster 3. Source data are available online for this figure.

**Figure EV1:**
Phosphoproteomic analysis of temporal kinase activity. (**A**) Volcano plot of differentially phosphorylated proteins after 1, 2 and 6 h of treatment (*n* = 4) compared to SL (*n* = 8). We employed moderated t-test which were implemented in the R package limma (v3.62.1). Differentially phosphorylated proteins were selected based on a Benjamini–Hochberg-adjusted P-value less than 0.05 and an absolute fold-change greater than 0 as the cut-offs. (**B**) Phosphoproteins phosphorylated by MAPK1, ERK1 and GSk3 among the phosphoproteins belonging to cluster 3. (**C**) PCA of phosphoproteome data from 2i treatment (0.5-, 1-, 2-, and 6-h samples displayed in red gradient color) and Cdk8i treatment (0.5, 1, 2, and 6-h samples displayed in green gradient color). (**D**) Hierarchical clustering results representing four phosphoproteins’ clusters showing distinct phosphoproteome changes at various time points after CDK8i treatment. The top five kinase categories significantly enriched in each phosphoprotein cluster. (**E**) Phosphoproteins phosphorylated by AMPK among the phosphoproteins belonging to cluster 1.

### A high level of fatty acid in naïve ESCs is concurrent with AMPK inhibition

Given the significant reduction in the phosphoproteome of AMPK substrates during naïve pluripotency induction (Fig. 1), inhibition of both MEK1 and GSK3β may lead to the repression of AMPK activity. LIF treatment activates both STAT3 and MEK1/2, which subsequently leads to ERK1/2 phosphorylation (Kim et al, 2022b). Meanwhile, GSK3β, an upstream kinase responsible for the inhibitory phosphorylation of glycogen synthase (GYS1), remains constitutively active via autophosphorylation at tyrosine 216 (Beurel et al, 2015), thereby continuously inhibiting GYS1 activity (Fig. 2A). As a result, 2i treatment (i.e., iMEK1 and iGSK3β) reduces the phosphorylation levels of ERK1/2 and GYS1 (Fig. 2A). As expected, a marked reduction in the phosphorylation of ERK1/2, GSK3β, and GYS1 was observed following 2i treatment. In contrast, primed ESCs exhibited distinct active phosphorylation of GSK3β [pGSK3β(A)] and ERK1/2, as well as inhibitory phosphorylation of GYS1 [pGYS1(I)], corresponding to the phosphorylation-dependent electrophoretic mobility shift (PDEMS) of GYS1 (blue arrows in Fig. 2B). In the distinct signaling environments of naïve and primed ESCs, AMPK activation in primed ESCs was indicated by the active phospho-AMPK signal [pAMPKα(A)] and the emerging inhibitory phosphorylation of acetyl-CoA carboxylase (ACC) [pACC(I)], a typical downstream target of AMPK (Steinberg and Carling, 2019) (Fig. 2B–D). Notably, ACC activity, tightly regulated by AMPK in response to cellular energy levels, plays a crucial role in determining intracellular fatty acid levels by promoting de novo fatty acid synthesis while repressing fatty acid β-oxidation (FAO). Thereby, ACC inhibition accompanied with AMPK activation (Fig. 2B–D) likely contributes to the significant reduction of total fatty acid observed in primed ESCs compared to naïve ESCs, as determined by Nile Red staining (Fig. 2E). To identify the underlying mechanisms of the reduction of fatty acids in primed ESCs, we next examined the de novo fatty acid synthesis using ^13^C glucose (Fig. 2F). The newly synthesized fatty acids from ^13^C glucose, that were determined by the split peaks of the omega-methyl signal on the NMR spectrum (Wen et al, 2019), were much higher in naïve ESCs (Fig. 2G). Deprivation of glucose significantly reduced the intensity of BODIPY staining in naïve ESCs, suggesting that active de novo fatty acid synthesis is responsible for high fatty acid levels (Fig. 2H). Unlike primed ESCs, which are committed to differentiation, naïve ESCs are more inclined to maintain pluripotency (Nichols and Smith, 2009; Nichols and Smith, 2012; Ying et al, 2008). Therefore, primed ESCs are typically cultured with serum replacement (SR) to avoid differentiation stimuli, while naïve ESCs, which are more resistant to differentiation signals, are often cultured with fetal bovine serum (FBS). To eliminate any bias from differing culture conditions, a set of naïve and primed ESCs was maintained in the same culture medium—either 2i+LIF for naïve ESCs or bFGF2+Activin A for primed ESCs. Culturing both naïve and primed ESCs in the identical N2B27 medium resulted in only marginal differences in colony morphology (Fig. EV2A), intracellular glycogen levels (Fig. EV2B), and inhibitory phosphorylation of GYS1 [pGYS1(I)] and ACC [pACC(I)] (Fig. EV2C). This suggests that the distinct metabolic differences between naïve and primed ESCs are not solely due to the dissimilarities in their culture media.

**Figure 2:**
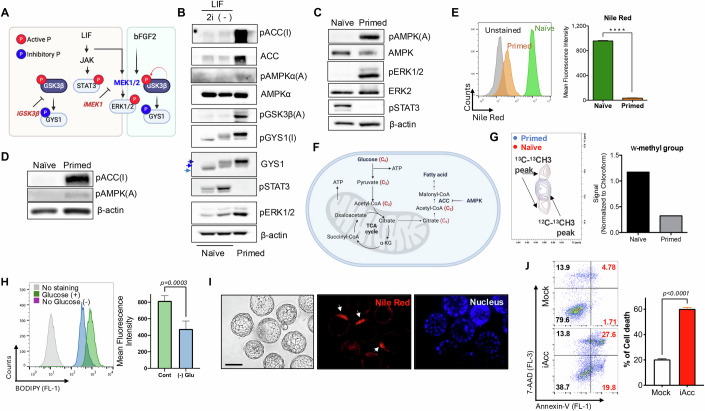
A high level of fatty acid in naïve ESCs is concurrent with AMPK inhibition. (**A**) Graphical summary of naïve conversion (LIF/iGSK3β/iMEK1 [2i]) and primed conversion (Fgf2/Activin A [FA]) from intermediate status (LIF/Serum). (**B**) Immunoblotting analysis for indicative proteins (pAMPKα, AMPK, pErk1/2, pGSK3β, pGYS1, pSTAT3) in J1 (naïve) and PJ1 (primed) mESCs, β-actin was used as a loading control. A and I from phosphorylated proteins indicate active [A] or inactive [I] phosphorylation, respectively. Blue arrows indicate phosphorylation-dependent electrophoretic mobility shift (PDEMS) of GYS1. (**C**) Immunoblotting analysis for indicative proteins (pERK1/2, pAMPKα, pSTAT3 in J1 (naïve) and PJ1 (primed) mESCs), β-actin was used as a loading control. (**D**) Immunoblot analysis of J1 (naïve) and PJ1 (primed) mESCs with indicative proteins (pACC, pAMPK), β-actin was used as a loading control. (**E**) Flow cytometry of Nile Red staining of J1 (naïve) and PJ1 (primed) mESCs (left panel), quantification of mean fluorescence intensity from the flow cytometry (right panel). Multiple t-tests, (****P < 0.0001, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. (**F**) Graphical summary of overall glucose metabolism containing glycolysis, TCA cycle and de novo fatty acid synthesis. (**G**) (Left) ^1^H-^13^C Heteronuclear Single Quantum Coherence (HSQC) NMR spectra for Primed (Blue) and Naive (Red) cells in the region of ω-methyl group of fatty acids. The split peaks indicate the last two carbons of the fatty acid tail are all ^13^C-labeled. (Right) The signal intensity of the split peaks in Primed and Naive cells in the left, normalized by the signal intensity of the solvent chloroform of each sample. (**H**) Flow cytometry of BODIPY 493/503 staining of J1 with [Cont] or without [(−)Glu] glucose. Glucose was depleted for 24 h before the analysis and quantification of mean fluorescence intensity from the flow cytometry (right panel). Multiple t-tests, (*N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. (**I**) Mouse embryos (3.5-4.5dpc) were collected fixed with 4% PFA followed by 1 μg/mL of Nile Red suspended for 1 h at 37^o^C. Hoechst was used for nucleus counterstaining of embryos. White arrows indicate inner cell mass part in each embryo. Scale bar, 100 μm (*N* = 2, *n* = 3). See also Fig. 3C. (**J**) Cell viability after iACC treatment on mESCs was measured through flow cytometric analysis of Annexin-V/7-AAD staining Multiple t-tests, (*N* = 3, *n* = 3). Source data are available online for this figure.

**Figure EV2:**
Higher glycogen amount and increased GYS1 activity in Naïve ESCs. (**A**) Phase contrast images of naïve (J1) and primed (PJ1) mESCs cultured under DMEM-based media (Org.) or chemically defined N2B27-based media (N2B27). Scale bar = 100 μm. (**B**) Flow cytometric analysis CDg4 with either Org. or N2B27-cultured naïve (J1) and primed (PJ1) mESCs. Quantified mean intensity of CDg4 is shown in right-side graph. (**C**) Immunoblotting analysis of naïve (J1) and primed (PJ1) mESCs cultured with either Org. or N2B27-mediated defined media (N2.). Indicative protein expression of pGYS1, pACC, pSTAT3 and AMPKα is shown, and *α*-tubulin was used for loading control. Active or inactive phosphorylation of each protein is marked as [A] or [I], respectively.

The higher reactivity of the inner cell mass of E3.5 mouse blastocysts to Nile Red also further supports the exclusive occurrence of fatty acids in naïve ESCs (Fig. 2I). Consistently, the inhibition of fatty acid synthesis with a chemical inhibitor of Acc, induced drastic cell death in naïve ESCs (Fig. 2J). Overall, these results indicate that the constant inactivation of AMPK and the concurrent elevation in fatty acid level are typical features of naïve mESCs.

### High intracellular glycogen represses AMPK activation in naïve ESCs

The loss of typical dome-shape colony morphology upon the deprivation of either iMEK1 or iGSK3β (Kim et al, 2022c), highlights the requirement of both iMEK1 and iGSK3β in maintaining naïve pluripotency (Marks et al, 2012). AMPK activation was observed upon the withdrawal of iGSK3β in naïve ESCs (Fig. 3B), suggesting that inhibition of GSK3β dependent signaling represses AMPK activation. Of note, the inhibition of AMPK by iGSK3β treatment is interesting because GSK3β typically inhibits AMPK activity by directly phosphorylating its regulatory domain (Suzuki et al, 2013). This observation suggests that there may be other unknown factors involved in the observed AMPK inhibition in naïve ESCs when treated with iGSK3β. On the other hand, previous studies have reported that intracellular glycogen can inhibit AMPK activity by directly interacting with the glycogen binding domain (CBD) of the AMPKβ subunit (McBride et al, 2009). Notably, inhibition of GSK3β has been demonstrated to stimulate glycogen production in naïve ESCs, while the depletion of GSK3β inhibitor significantly diminishes glycogen stores in naïve ESCs but does not affect primed ESCs (Kim et al, 2022a). This suggests that the production of glycogen in naïve ESCs upon GSK3β inhibition may be a contributing factor to the observed inhibition of AMPK activity in these cells. Naïve-specific glycogen production by iGSK3β as described in our previous study (Kim et al, 2022a) was highlighted by clear staining of CDg4, a fluorescent probe for glycogen (Allott et al, 2020; Kim et al, 2022a; Lee et al, 2012) in the inner cell mass (ICM) of a mouse blastocyst (Fig. 3C), which was consistent with previous observations (Thomson and Brinster, 1966). In sharp contrast to mESCs, the activation of AMPK by GSK3β inhibition (with iGSK3β) occurred in NIH3T3 cells (i.e., normal somatic cells) where glycogen was obviously lacking (Figs. 3D and EV2A). Thus, we concluded that naïve specific glycogen production by GSK3β inhibition could explain the contradictory repression of AMPK activity in naïve ESCs (Fig. 3E). Based on the hypothesis that AMPK activation by removal of iGSK3β contributes to the loss of pluripotency, further experiments were conducted using *Prkaa1* (AMPK) knockout (AKO) naïve ESCs (Fig. EV2B). Interestingly, the AKO retained the typical dome-shaped morphology even after depletion of iGSK3β, whereas the control group largely lost this characteristic dome shape (Fig. 3F). This suggests that AMPK activation may play a role in the loss of naïve pluripotency induced by iGSK3β depletion, and its absence through knockout may prevent the morphological changes associated with loss of naïve pluripotency in response to iGSK3β depletion. Consistently, typical naïve marker genes were highly expressed in AKO compared to the control (Fig. 3G).

**Figure 3:**
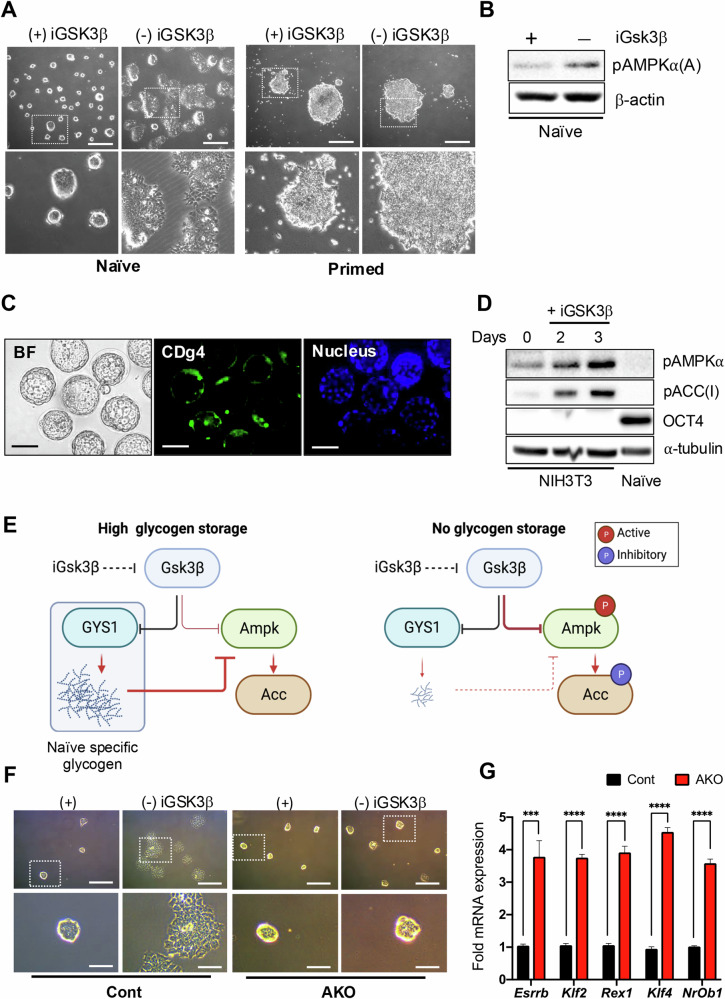
High intracellular glycogen represses AMPK activation in naïve ESCs. (**A**) Representative brightfield images of J1 (naïve) and PJ1 (primed) mESCs with or without iGSK3β treatment (scale bar = 500 μm). (**B**) Immunoblotting analysis for indicative proteins (pAMPKα in J1 (naïve) and PJ1 (primed) mESCs with or without iGSK3β treatment). See also Fig. EV4G. (**C**) 3.5-4.5dpc of mouse blastocysts were collected and fixed with 4% PFA. 3 mM of CDg4 was treated for 1 h for embryo staining. Hoechst for nucleus counterstaining. Scale bar, 100 μm. See also Fig. 2i (*N* = 2, *n* = 3). (**D**) Immunoblotting analysis for indicative proteins (pAMPKα, pAcc, Oct4 in J1 (naïve) and NIH3T3 under indicative conditions), α-tubulin was used for the loading control. (**E**) Graphical abstract of intracellular signaling mechanism for AMPK and ACC activity under high glycogen storage condition (left panel) or no glycogen storage condition (right panel). Cont: Control, AKO: *Prkaa1* KO. (**F**) Representative brightfield images of J1 Cont and J1 AKO mESCs with or without iGSK3β treatment (scale bar = 500 μm). (**G**) Relative mRNA expression of J1 Cont and J1 AKO mESCs with naïve pluripotency genes (*Esrrb, Klf2, Rex1, Klf4* and *NrOb1*) were quantified with RT-qPCR analysis. Each gene expression was normalized with internal control gene, *Gapdh*. Multiple t-tests, (****P < 0.0001, ***P = 0.0006, *N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. Source data are available online for this figure.

**Figure EV4:**
Establishment of Knockout (GKO) and Knockdown (sh*Gys1*) of *Gys1*. (**A**) Cell cycle profile analysis with WT (J1) and *Gys1* KO (GKO) mESCs after treatment of Propidium iodide (PI)-staining is quantified. Based on DNA content estimation, each cell cycle stage (G1, S and G2) is analyzed. two-way ANOVA, multiple comparisons, ns indicates statistically not significant (*N* = 3, *n* = 3). (**B**) Flow cytometry for Annexin-V and 7-AAD staining of Cont and GKO with [+Glu] or without [-Glu] Glucose (left panel), quantification of live cell population (rignt panel). 2-way ANOVA, multiple comparisons, (****P < 0.0001, *N* = 3, *n* = 3). (**C**) Fold mRNA expression of *Gys1* in before [Cont] and after transient knock down of *Gys1* [sh*Gys1*]. (**D**) Intracellular glycogen level before [Cont] and after transient knock down of *Gys1* [sh*Gys1*]. Multiple t-tests (***P = 0.0003, *N* = 3, *n* = 3). (**E**) Immunoblotting analysis for indicative proteins (pAmpkα, Oct4, Vinculin, pAcc, *β*-actin was used for loading control) before [Cont] and after transient knock down of *Gys1* [sh*Gys1*]. (**F**) Flow Cytometry of Nile Red staining before [Cont] and after transient knock down of *Gys1* [sh*Gys1*] (left panel), quantification of Mean Fluorescence Intensity (right panel). Multiple t-tests (***P = 0.0002, *N* = 3, *n* = 3). (**G**) Immunoblotting analysis for pAmpkα (*β*-actin was used for loading control) before [Cont] and after transient knock down of *Gys1* [sh*Gys1*]. See also Fig. 3B.

### Role of glycogen in the suppression of AMPK activation and maintaining fatty acid levels

We next sought to determine the role of glycogen in naïve ESCs. To this end, we first established a line of naïve ESCs lacking glycogen by introducing an indel (insertion and deletion) at exon 9 of glycogen synthase 1 (*Gys*1) (Fig. 4A). 

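The guide sequence for Gys1 in the paper's methods, 5'-GGACACAGCCAATACAGTCA-3', had 1 exact match in the mouse genome assembly GRCm39. It lies on the plus strand of chromosome 7, from base 45094056 to 45094075, and is followed by the PAM AGG. The match begins at the start of exon 9 of the 16 exons of the transcript Gys1-201, which spans bases 45094056 to 45094115 and is coding there. Cas9 cleaves on the guide's side of the PAM, which places the break after base 45094072. With the bases on either side of the guide, the reference reads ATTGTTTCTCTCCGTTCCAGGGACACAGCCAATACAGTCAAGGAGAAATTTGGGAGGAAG. Gys1 (ENSMUSG00000003865), which encodes the muscle isoform of glycogen synthase, runs from base 45084175 to 45106058 on the same strand. RNA sequencing of naïve ESCs (J1) and GKO gave its mRNA level, as TPM, an abundance within a library corrected for transcript length that the authors estimated with RSEM, in 2 libraries of each line. Gys1 was at 11.5 and 10.8 TPM in naïve ESCs and at 9.70 and 9.98 TPM in GKO. On the log2(TPM + 1) scale the change was -0.16 (SE 0.06, adjusted p = 0.0500 from limma with Benjamini-Hochberg adjustment, marginally above the threshold of 0.05). Over the alternative settings its adjusted p lay between 0.0456 and 0.0672, and in 4 of them it was under the threshold. RSEM assigns reads to a transcript whether or not it carries a small indel, so this level does not measure how many alleles were disrupted.

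**Figure D1:**
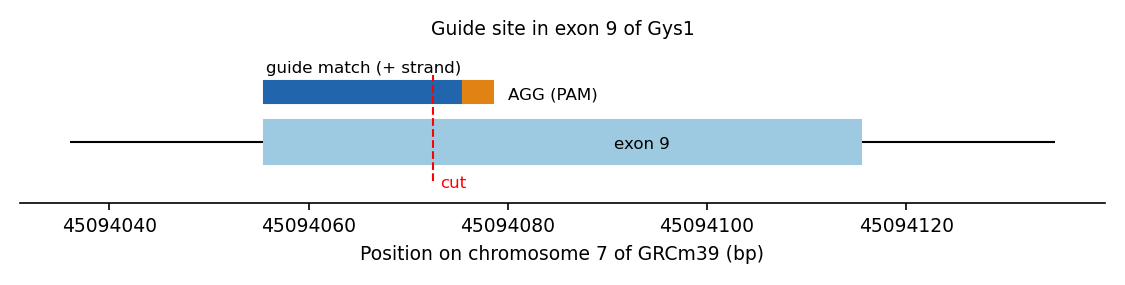
Position of the Gys1 guide in exon 9 on chromosome 7 of GRCm39, drawn to scale in bases, with the guide match, its PAM (AGG) and the expected break. The match starts at the first base of the exon, 45094056.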

After conducting the T7E1 assay to confirm the knockout of *Gys1* in naïve ESCs (Fig. 4B), multiple single clones of *Gys1* KO naïve ESCs (hereinafter referred to as GKO) were established. As expected, intracellular glycogen was completely depleted in the GKO (Fig. 4C) and CDg4 positive naïve ESCs population was markedly reduced (Fig. 4D), while the cell cycle profile remained comparable (Fig. EV4A). The temporary resistance to glucose deprivation in naïve ESCs, which was accompanied by a loss of stored glycogen (Kim et al, 2022a), was markedly reduced in GKO (Fig. EV4B). In parallel with glycogen depletion, AMPK activation and consequent ACC inhibitory phosphorylation clearly occurred in GKO (Fig. 4E), suggesting that the intracellular glycogen in naïve ESCs is responsible for the constant inhibition of AMPK. GKO exhibited reduced intracellular fatty acid levels, as demonstrated by BODIPY staining (Fig. 4F). This suggests that ACC inhibition, triggered by AMPK activation (Fig. 4E) due to the depletion of glycogen (Fig. 4C), likely promotes fatty acid consumption (Fig. 4F). In line with this, a short-term withdrawal of glucose decreased the levels of fatty acids in GKO, implying the crucial role of fatty acids as an energy reservoir in naïve ESCs (Fig. 4G). Additional assays were conducted to rule out the possibility of an unexpected off-target effect of KO, and similar results were obtained by stable knockdown (sh*Gys1*) in naïve ESCs (Fig. EV3C). The reduced glycogen (Fig. EV3D), AMPK activation and the concurrent ACC inhibition (Fig. EV3E) aligned with a lower fatty acid level (Fig. EV3F). AMPK remained active in *Gys1* knockdown cells even in the presence of iGSK3β, in contrast to the AMPK inhibition observed in control naïve ESCs (Fig. EV3G). These results clearly demonstrated that the intracellular glycogen produced by constant exposure to iGSK3β inhibited AMPK activation and contributed to the maintenance of intracellular fatty acid levels in naïve ESCs.

**Figure 4:**
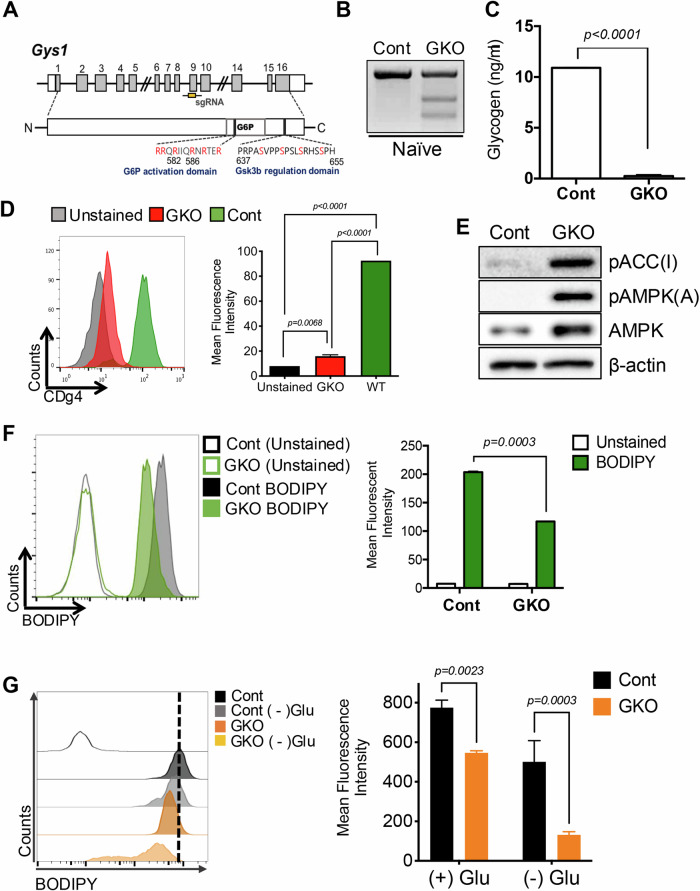
Role of glycogen in the suppression of AMPK activation and maintaining fatty acid levels. (**A**) Scheme of *Gys1* KO by targeting exon 9. (**B**) T7E1 assay for WT and GKO in OG2^+/−^GOF6^+/−^ cell line. (**C**) Intracellular glycogen level of J1 Cont and GKO. Multiple t-tests, (*N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. (**D**) Flow Cytometry of CDg4 staining in J1 Cont and GKO (left panel), quantification of the mean fluorescence intensity of the flow cytometry (right panel). One-way ANOVA, multiple comparisons (*N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. (**E**) Immunoblotting analysis for indicative proteins (pAcc, pAMPKα, AMPK in J1 Cont and GKO) and β-actin is used for the loading control. (**F**) Flow cytometry of BODIPY 493/503 staining in J1 Cont and GKO (left panel), quantification of the mean fluorescence intensity of the flow cytometry (right panel), Multiple t-tests (*N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. (**G**) Flow cytometry of BODIPY 493/503 staining in J1 Cont and GKO with or without glucose (left panel), quantification of the mean fluorescence intensity of the flow cytometry (right panel). Two-way ANOVA, multiple comparisons, (*N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. Cont: Control, GKO: *Gys1* KO. Source data are available online for this figure.

**Figure EV3:**
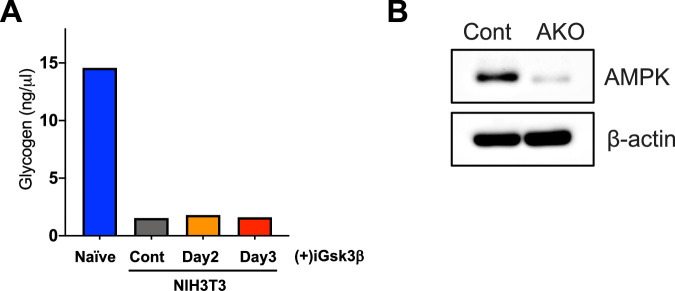
High glycogen amount in Naïve ESCs, Establishment of AMPK KO cell line. (**A**) Glycogen amount of naïve (J1) and NIH3T3 cells treated with iGSK3β for 3 days are quantified. (**B**) Immunoblotting analysis from Cont (J1) and Ampk KO J1 mESCs (AKO) with Ampk expression is shown, β-actin is used for internal loading control.

### Loss of glycogen primes exit of naïve pluripotency

Notably, the GKO displayed an aberrant colony, losing the characteristic dome-shape of naïve ESCs under 2i condition (Fig. 5A). The expression levels of typical naïve markers such as *Nanog*, *Rex1*, and *Esrrb* were notably reduced in GKO compared to control naïve ESCs (Fig. 5B). The subsequent transcriptome analysis revealed significant differences in gene clusters of GKO compared to the parent naïve and primed ESCs (Fig. 5C). 

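Bulk RNA sequencing covered 5 lines with 2 libraries each, 10 in all. These were naïve ESCs (J1, a mouse ESC line) and primed ESCs (PJ1). The others were labelled as J1 without Gys1 (GKO), without AMPKα (AKO) or without both (DKO). The paper describes several clones of GKO, and its text does not say which clones the 2 libraries of a line came from. Its methods describe a library kit and sequencer from MGI and name J1, GKO and PJ1, whereas the sample records name a kit and sequencer from Illumina for all lines. The authors trimmed the reads, aligned them to GRCm39 with STAR and estimated TPM per gene with RSEM. TPM divides by transcript length and scales each library to a fixed sum, so it keeps no record of depth. The number of reads behind each value was not known here, since the fastq files, which the paper describes as available, were not used. The TPM of the listed genes summed to 578066 and 565209 in naïve ESCs, 517712 and 531306 in GKO, and 512120 and 500162 in primed ESCs. The sums were 578952 and 576604 in AKO and 531062 and 559117 in DKO. Between 10537 and 11113 genes per library reached 1 TPM, and the 100 most abundant genes held 30.0% to 33.4% of each sum. For testing, values were taken as log2(TPM + 1), which understates the change of genes with low TPM. The 12060 genes with at least 1 TPM in at least 2 libraries entered 1 limma fit with a mean per line and a spread shared by the 5 lines. The median absolute log2 difference between the replicates of a line was 0.06 in naïve ESCs, 0.07 in AKO, GKO and DKO, and 0.13 in primed ESCs. For a single gene, 2 libraries against 2 permit no two-sided exact p below 0.333, so the calls rest on the spread that limma shares across genes and lines. Since the clones behind the libraries are not stated, differences between clones cannot be separated from the effect of the knockout.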

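In GKO, 6241 of the 12060 genes differed from naïve ESCs at an adjusted p under 0.05 from limma, 2978 higher and 3263 lower. The median absolute change over all tested genes was 0.24 on the log2 scale. Requiring in addition an absolute log2 fold change of at least 1 moved this count most, to 433 genes, 255 higher and 178 lower. GKO differed from primed ESCs at 9296 genes (4748 higher, 4548 lower), and naïve from primed ESCs at 9643. With an absolute log2 fold change of at least 1, GKO had 1349 genes higher and 1732 lower than primed ESCs. Principal component analysis of the 6 libraries put 65.1% of the variance on PC1 and 24.3% on PC2. On PC1 the naïve libraries lay at -66.6 and -64.9, the GKO libraries at -48.7 and -47.4, and the primed libraries at 110.4 and 117.3. With naïve at 0 and primed at 1, GKO was at 0.0985 ± 0.00518 (SD, n = 2) on PC1. Its place was lower when log2(TPM + 1) entered without scaling, and 0.306 when TPM entered without log transformation or scaling. PC2 separated GKO, at 64.8 and 62.0, from naïve ESCs, at -57.7 and -56.5, with the primed libraries between them at -8.07 and -4.48. The largest rises included the Y-linked genes Eif2s3y and Ddx3y, both listed at 0 in each naïve library, which reached 39.7 ± 2.48 and 7.97 ± 0.199 TPM in GKO (SD, n = 2). Both were also at 0 in every AKO and primed library, and at 37.4 and 21.9 TPM in DKO (means). The cells may thus differ in the Y chromosome itself, so these rises are not read as a response to loss of Gys1. Tex13b rose by 3.95 on the log2 scale, from 0.262 to 18.5 ± 0.897 TPM (adjusted p = 1.25e-07). The largest falls were in Rpl39l (-4.12, from 52.2 to 2.07 TPM), Magea4 (-3.36) and Xlr3a (-3.28). Rpl39l, Magea4 and Xlr3a belong to families with similar copies, so how their reads were divided is uncertain. Tex13b, Magea4 and Xlr3a lie on chromosome X, where the median gene fell by 0.39 in the proximal part and rose by 0.32 in the distal part in GKO. Relative to all other chromosomes, the median gene of chromosome 14 rose by 0.49 and that of chromosome 19 fell by 0.40. The paper states from this transcriptome that gene clusters of GKO differed from those of both naïve and primed ESCs (Fig. 5C).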

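A list of 20 genes of naïve pluripotency and a list of 19 genes of primed pluripotency were scored in each library by single-sample GSEA, which ranks all genes of a library by TPM. The naïve list scored 0.422 ± 0.00122 in naïve ESCs, 0.427 ± 0.000527 in GKO and 0.0392 ± 0.0141 in primed ESCs (SD, n = 2 each). The primed list scored 0.173 ± 0.00171, 0.172 ± 0.00157 and 0.336 ± 0.0284 in the same order. With naïve at 0 and primed at 1, GKO was thus at -0.0129 ± 0.00138 for the naïve list and at -0.00177 ± 0.00960 for the primed list. Restricting the lists to genes that the paper names moved these places most, to -0.0289 and -0.0202, and scoring only the tested genes put GKO at 0.00872 for the primed list. Of the 20 naïve genes, all tested, 11 differed between GKO and naïve ESCs over all genes, 7 higher and 4 lower, and 11 when adjusted over the list alone. Of the 18 primed genes tested, 9 differed, 5 higher and 4 lower, and 9 when adjusted over the list alone. The median change was 0.18 for the naïve list (camera, adjusted p = 0.325 over 12 lists) and 0.04 for the primed list (adjusted p = 0.643). Neither passed the threshold under fry (adjusted p = 0.103 and 0.233). In primed against naïve ESCs the same lists changed by -4.45 and 2.35 (camera, adjusted p = 6.36e-10 and 0.000239), and both calls held under fry. 
Among single markers, Esrrb was at 232.6 ± 1.39 TPM in GKO and 179.7 ± 8.52 TPM in naïve ESCs (log2 change 0.37, SE 0.04, adjusted p = 0.000158 from limma). Nanog was at 472.0 ± 31.4 and 434.8 ± 8.57 TPM (0.12, SE 0.06, adjusted p = 0.145), and it lies on chromosome 6, whose median gene rose by 0.15 in GKO. Quantile normalization brought its change to 0.23 (adjusted p = 0.0371, with 0.0371 to 0.197 over its alternatives), and leaving out a GKO library gave 0.05 or 0.18. Zfp42 (Rex1), at 464.1 ± 6.58 and 466.2 ± 11.6 TPM, did not differ detectably (-0.01, SE 0.07, adjusted p = 0.949), and its sign turned to 0.08 under quantile normalization. The sign of Zfp42 also turned, to 0.008 without the first GKO library and 0.019 without the first naïve library. In primed ESCs, Nanog was at 108.8 ± 6.78 TPM, Zfp42 at 0.024 and 0.196, and Esrrb at 0.236 and 0.214. Nr0b1, on chromosome X, rose by 0.42 (SE 0.11, adjusted p = 0.0112). Klf4 (0.35, adjusted p = 0.0605) and Klf2 (0.25, adjusted p = 0.103) passed the threshold under quantile normalization, with adjusted p of 0.0347 and 0.0442. Their adjusted p ranged from 0.00188 to 0.148 and from 0.0442 to 0.178 over the alternatives. Leaving out a GKO library moved Klf2 to 0.14 or 0.37. Pou5f1 changed by -0.17 (adjusted p = 0.125, with 0.0468 to 0.637 over its alternatives), and by 0.05 under quantile normalization. Leaving out a GKO library moved it to -0.11 or -0.23. Pou5f1 passed the threshold with only the GKO and naïve libraries in the fit. Otx2, on chromosome 14, was at 5.68 ± 0.577 TPM in GKO and 5.91 ± 0.275 TPM in naïve ESCs, against 54.5 ± 2.03 TPM in primed ESCs. Its change of -0.05 in GKO (SE 0.09, adjusted p = 0.683) became 0.04 without the first GKO library. Fgf5 stayed at or under 0.1 TPM in the naïve and GKO libraries and was at 10.7 and 0.447 TPM in the primed libraries. 
Over the whole transcriptome, a position was computed on the 3355 genes that differed between primed and naïve ESCs by at least 1 on the log2 scale, with naïve at 0 and primed at 1. The GKO libraries were at 0.0989 and 0.103, while 100 simulated lines without any change from naïve ESCs lay between -0.0133 and 0.0233. Quantile normalization gave GKO a position of 0.0797, the lowest of the alternatives. Without chromosomes 14, 19 and Y its position was 0.0965, on 3111 genes.

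**Figure D2:**
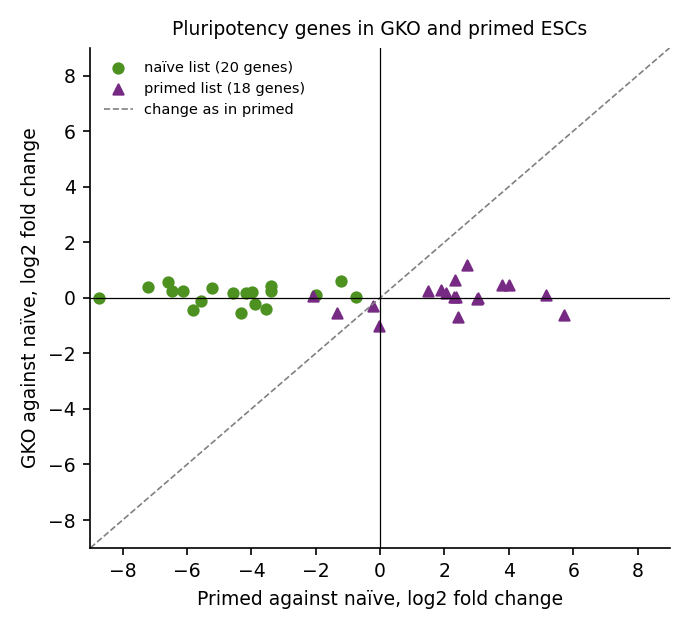
Log2 fold change of GKO against naïve ESCs (y axis) and of primed against naïve ESCs (x axis) on the log2(TPM + 1) scale for 20 genes of naïve pluripotency (circles) and 18 of primed pluripotency (triangles). A gene that changed in GKO as in primed ESCs would lie on the dashed line, and the naïve genes, all lower in primed ESCs, lie on both sides of 0 in GKO.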

Several gene sets associated with naïve (green) and primed (purple) pluripotency in GKO were positioned between the naïve and primed transcriptome signatures (Fig. 5D). We also observed the loss of the dome-shape colony morphology of control naïve ESCs at day 3 after glucose deprivation. Interestingly, this change resembled the colony morphology seen in GKO under normal culture condition (Fig. 5E). Prior to inducing cell death in GKO following glucose deprivation, a clear increase in expression of marker for primed pluripotency (*Fgf5*) and exit of pluripotency (*T*) as observed in GKO (Fig. 5F). To further highlight the effect of glycogen on the maintenance of naïve pluripotency, we employed an ESC line with two distinct fluorescence reporters under the control of the distal (DE) and proximal enhancer (PE) of *Pou5f1*. This system indicates naïve (expressing green fluorescence protein: GFP) and primed pluripotency (expressing red fluorescence protein: RFP), respectively (hereinafter referred to as OG-WT) (Choi et al, 2016). The state with simultaneous GFP and RFP expression, readily shift to GFP only with 2i or RFP only with bFGF2 and Activin A was defined as “metastable” as described previously (Choi et al, 2016). It is noteworthy that GFP positive, GFP/RFP double-positive and RFP positive ESCs in this model recapitulate the ICM of E3.5 blastocysts, E6.5 epiblasts and E7.5 epiblasts, respectively (Fig. 5G). This distinction capturing the pluripotency at different developmental stages, was used to examine the impact of glycogen on the pluripotency as described previously (Kim et al, 2022c). Similar to the KO approach shown in Fig. 4A, another GKO line (OG-GKO) was established from the control OG-WT (Fig. EV5). When OG-WT and OG-GKO maintained at a “metastable” state with ‘LIF only’ were subjected to LIF/2i, OG-GKO still showed both GFP and RFP unlike the control ESCs, which were promptly converted to a GFP+ population (Fig. 5H). The consequent flow cytometry analysis highlighted the different reprogramming efficiency to naïve pluripotency from the metastable (GFP/RFP double positive) mESCs (Fig. 5I). These findings underscore the role of glycogen not only as an energy reservoir but also as a novel determinant for naïve pluripotency.

**Figure 5:**
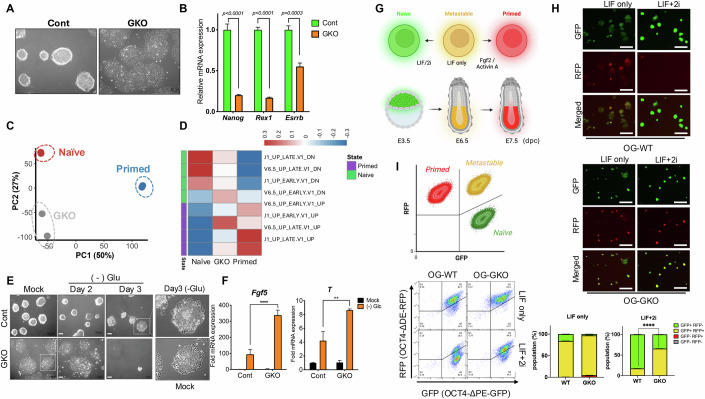
Loss of glycogen primes exit of naïve pluripotency. (**A**) Representative brightfield images of Cont and GKO mESCs. Scale bar: 80 μm. (**B**) Relative mRNA expressions for *Nanog*, *Rex1*, *Esrrb* in Cont and GKO. Multiple t-tests (*N* = 3, *n* = 4). This bar graph shows mean value with standard deviation as an error bar. (**C**) Principal component analysis (PCA) of the transcriptome of Naive (J1), GKO and Primed mESCs (PJI). (**D**) Gene set variation analysis (GSVA) of Naive and Primed signatures in Naive (J1), GKO and Primed mESCs (PJ1). (**E**) Representative brightfield image of Cont and GKO with (left) or without (right) Glucose. Scale bar, 200 μm. (**F**) Fold mRNA expressions of *Eomes* and *T* in Cont and GKO with [mock] or without [(−) Glu] Glucose. Two-way ANOVA, (****P < 0.0001, **P = 0.012, *N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. (**G**) Graphical image of fluorescence activity of OG2^+/−^GOF6^+/−^ cell line in naïve, metastable, primed status (left panel), Graphical scheme of endogenous Oct4 allele, Oct4-ΔPE-GFP (OG2) allele, and Oct4-ΔDE-RFP (GOF6) allele (right panel). (**H**) Representative fluorescence images of OG-WT and OG-GKO (scale bas = 500 μm) under LIF only or LIF/2i conditions. (**I**) Flow cytometry of GFP and RFP in OG-WT and OG-GKO under LIF only or LIF/2i conditions (left panel), quantifications of the populations from the flow cytometry (right panel). Multiple t-tests (****P < 0.0001, *N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. Glu: Glucose. Cont: Control, GKO: *Gys1* KO. Source data are available online for this figure.

**Figure EV5:**
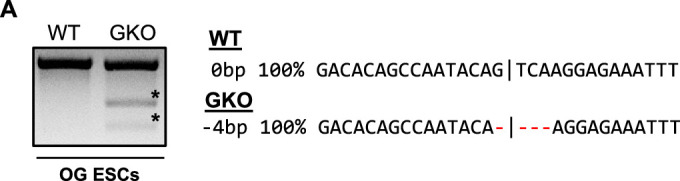
Establishment of *Gys1*KO (GKO) cell line. (**A**) T7E1 assay for WT and GKO in OG2^+/−^GOF6^+/−^ cell line (left panel), sequence information of targeted *Gys1* from WT and GKO in OG2^+/−^GOF6^+/−^ cell line (right panel).

### AMPK is responsible for priming the exit of naïve pluripotency

As naïve-specific glycogen synthesis driven by GSK3β inhibition (Fig. 3) suppresses AMPK activation (Fig. 4) and supports the maintenance of naïve pluripotency (Fig. 5), we propose an intriguing hypothesis. Specifically, intracellular glycogen, which gradually decreases from the blastocyst stage (Stern and Biggers, 1968) may act as a timer for determining the exit from naïve pluripotency by regulating AMPK activity and intracellular fatty acid levels (Fig. 6A). To test this hypothesis, we established AMPKα KO (AKO) and dual KO of *Gys1* and AMPKα (DKO) (Fig. 6B), as previously described (Zhang et al, 2019). 

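AMPKα has 2 isoforms in the mouse, encoded by Prkaa1 and Prkaa2. The 2 libraries of each line gave Prkaa1 at 15.5 and 16.6 TPM in naïve ESCs, 7.24 and 6.94 TPM in AKO, 2.30 and 2.04 TPM in DKO, and 12.2 and 12.0 TPM in GKO. The log2 change against naïve ESCs was -1.07 in AKO (SE 0.07, adjusted p = 0.00121 from limma with Benjamini-Hochberg adjustment) and -2.43 in DKO (adjusted p = 1.90e-07). In AKO the adjusted p lay between 0.000505 and 0.0601 over the alternatives, the highest when only the libraries of AKO and naïve ESCs were fitted. Every AKO and DKO library thus lay below every naïve and GKO library, as the labels have it. Prkaa1 also fell by 0.38 in GKO (adjusted p = 0.00155), and it lies on chromosome 15, whose median gene fell by 0.16 in both GKO and DKO. Prkaa2 was lower in abundance, at 2.40 ± 0.0198 TPM in naïve ESCs, 2.57 ± 0.191 TPM in AKO, 3.197 ± 0.133 TPM in DKO and 3.28 ± 0.0184 TPM in GKO (SD, n = 2 each). It rose by 0.33 in GKO (adjusted p = 0.00785) and by 0.30 in DKO (adjusted p = 0.0136), and was not detectably changed in AKO (0.07, adjusted p = 0.862). Leaving out an AKO library moved the AKO value to 0.02 or 0.12. Under quantile normalization the rises of Prkaa2 were 0.20 and 0.22 and no longer passed the threshold (adjusted p = 0.0700 and 0.0560, the highest over the alternatives). Gys1, the second target in DKO, was at 12.1 and 11.7 TPM in DKO and at 12.7 and 12.2 TPM in AKO. Its mRNA did not differ detectably from naïve ESCs in either line (0.09, adjusted p = 0.232, and 0.15, adjusted p = 0.443). Leaving out a library gave 0.05 to 0.14 in DKO and 0.10 to 0.19 in AKO.

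**Figure D3:**
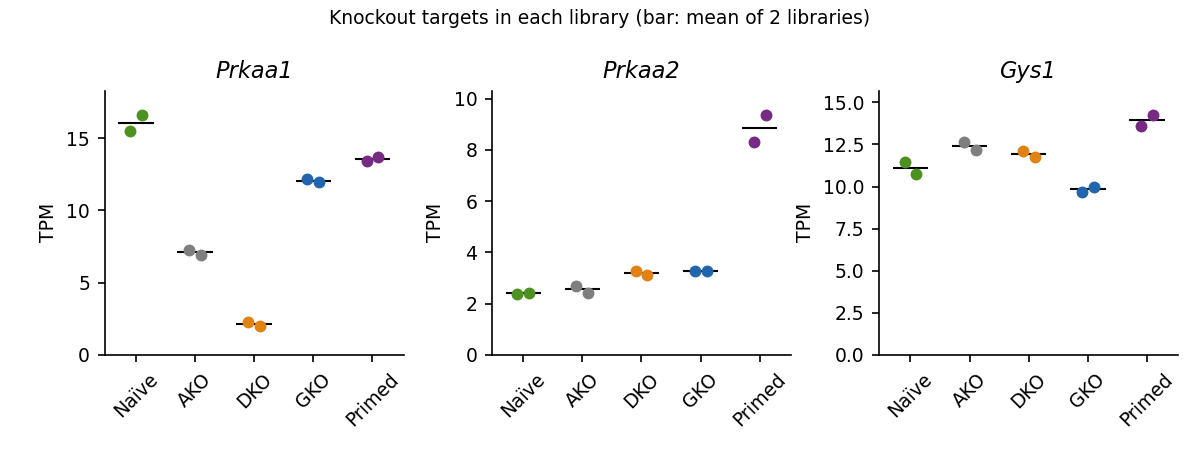
TPM of Prkaa1, Prkaa2 and Gys1 in each library of naïve ESCs, AKO, DKO, GKO and primed ESCs. Points are libraries and bars their mean, and Prkaa1 is at 7.24 TPM or below in AKO and DKO.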

The KO ESCs were readily isolated due to the simultaneous integration of RFP reporter through homologous directed repair (Fig. EV6A). Notably, we avoided the chemical perturbation of AMPK activity to eliminate potential unexpected side effects from prolonged exposure, as previously described (Liu et al, 2014). In the absence of AMPK in AKO and DKO, the inhibitory phosphorylation of ACC in GKO was markedly reduced in DKO (Fig. 6C), aligning with the recovery of reduced fatty acids of GKO (Fig. 6D) even when glycogen was lacking (Fig. 6E). The primed-like flat colony morphology in GKO as shown in Fig. 5A, was obviously reversed by the simultaneous KO of AMPK (i.e., DKO) (Fig. 6F), consistent to the levels of primed pluripotency markers (Fig. 6G). The hypothesis that timely AMPK activation occurring due to the progressive loss of glycogen at the blastocyst stage (i.e., naïve ESCs) instigates the epiblast transition (i.e., primed ESCs), was also supported by key findings. *Otx2*, one of the intrinsic determinants of epiblast transition (Acampora et al, 2013), was upregulated both at the transcription (Fig. 6G) and protein level (Figs. 6H and EV6B). This upregulation showed an inverse correlation with KLF4, a factor solely sufficient to induce the transition from epiblast stem cells to naïve cells (Guo et al, 2009). *Otx2* induction, driven by reduced Wnt signaling in blastocysts, promotes the transition to the rosette state (Neagu et al, 2020). This prompted us to determine and compare the transcriptome signatures of naïve, AKO, GKO, DKO, and primed ESCs (bulk RNAseq data are available at GSE272593). Consistent with the observed colony morphology (Fig. 6F) and marker gene expression (Fig. 6G), the altered transcriptome profile of GKO was partially reversed in DKO, while AKO remained similar to naïve ESCs (Fig. 6H–J; Dataset EV1). Furthermore, a meta-analysis of transcriptomes from typical intermediate states between naïve and primed pluripotency—including rosette (GSE105762), formative (GSE131556), and diapause (GSE143494)—was compared to that of GKO. 

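DKO differed from naïve ESCs at 5544 of the 12060 genes tested (2616 higher, 2928 lower, limma, adjusted p under 0.05) and AKO at 27 (8 higher, 19 lower). At an unadjusted p under 0.05 the counts were 6403 and 1231. With only the libraries of AKO and naïve ESCs in the fit, 0 genes passed in AKO and 2011 had an unadjusted p under 0.05. Of the genes called in GKO, 3714 were also called in DKO, 3258 of them in the same direction. Since both lines are set against the same naïve libraries, 100 lines with no change from naïve ESCs were simulated, and they shared between 0 and 1798 calls with GKO, with a median of 0. DKO was called on the naïve side of GKO, in a direct comparison of both lines, for 47.5% of the genes called in GKO. An unchanged line gave 82.3% to 98.2% there. For 8.11% DKO was farther from naïve ESCs than GKO, and for 44.4% it was not distinguished from GKO. DKO moved in the same direction as GKO on 80.2% of these genes, against 38.5% to 67.7% in the simulated lines. 
The slope of the DKO changes on the GKO changes, where 1 is the whole GKO change and 0 is naïve, was 0.546 and 0.540 in the DKO libraries. It was 0.0174 and -0.000329 in the AKO libraries and lay between -0.0408 and 0.102 in the simulated lines. Quantile normalization moved the DKO slope most, to 0.519. On the naïve-to-primed scale the DKO libraries were at 0.0637 and 0.0600 and the AKO libraries at 0.0234 and 0.00753. None of the 100 simulated lines was as far from 0 as the DKO mean. As far as the AKO mean, 0.0155 ± 0.0112 (SD, n = 2), were 4. Principal component analysis of all 10 libraries put 56.1% of the variance on PC1 and 20.8% on PC2. With naïve at 0 and primed at 1 on PC1, AKO was at 0.00741 ± 0.0101, DKO at 0.0596 ± 0.00907 and GKO at 0.125 ± 0.00439 (SD, n = 2 each). Without log transformation or scaling GKO was at 0.396, and with log2 values not scaled it was below 0.125. 
Compared directly, GKO and DKO differed at 5252 genes (2554 higher in GKO, 2698 lower). Zic2, a gene of the primed list on chromosome 14, was at 33.5 ± 0.314 TPM in GKO, 4.93 ± 0.631 in DKO and 14.0 ± 0.456 in naïve ESCs (SD, n = 2; log2 difference 2.54, adjusted p = 2.45e-06). Tex13b (3.89) and 4930502E18Rik (2.76), both on chromosome X, were also higher in GKO. Spint5 (-3.24), Rpl39l (-2.95, uncertain for its copies) and Ly6a (-2.76, 10.7 against 78.3 TPM, on chromosome 15) were lower. Otx2 was at 2.69 ± 0.419 TPM in DKO, a change of -0.91 from naïve ESCs (SE 0.09, adjusted p = 1.00e-04), although the median gene of chromosome 14 rose by 0.38 there. Eomes did not differ detectably from naïve ESCs in GKO (-0.20, SE 0.41, adjusted p = 0.713) or DKO (-0.28, adjusted p = 0.614). T changed by 0.26 in GKO (SE 0.60, adjusted p = 0.742) and by -1.44 in DKO (adjusted p = 0.0774). Its TPM was 15.1 ± 0.856 in naïve ESCs, 18.3 ± 1.18 in GKO and 4.91 ± 0.0375 in DKO. The primed libraries widen the shared spread of T and Eomes, T being at 8.97 and 0.786 TPM there. With only the libraries of the compared lines in the fit, Eomes and T passed the threshold in GKO (adjusted p = 0.0133 and 0.0204) and in DKO (0.00630 and 0.000295). Their highest adjusted p, without the filter on low values, was 0.821 and 0.846 in GKO and 0.738 and 0.153 in DKO. T differed between GKO and DKO (1.71, adjusted p = 0.0455). In AKO the largest rises were in Gm364 (0.92, adjusted p = 0.0141), Ldhb (0.64, adjusted p = 0.0390) and 4930447C04Rik (0.61, adjusted p = 0.0333), the last on chromosome 12, whose median gene rose by 0.16 in AKO. The largest falls in AKO were in Prkaa1 and in the multicopy genes Xlr4a (-0.89, adjusted p = 0.0281) and Xlr3a (-0.72, adjusted p = 0.0311), which are uncertain. From the principal component analysis and gene set scores of these lines, with the colony morphology and marker genes beside them, the paper concludes that the profile of GKO was partly reversed in DKO and that AKO remained similar to naïve ESCs.

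**Figure D4:**
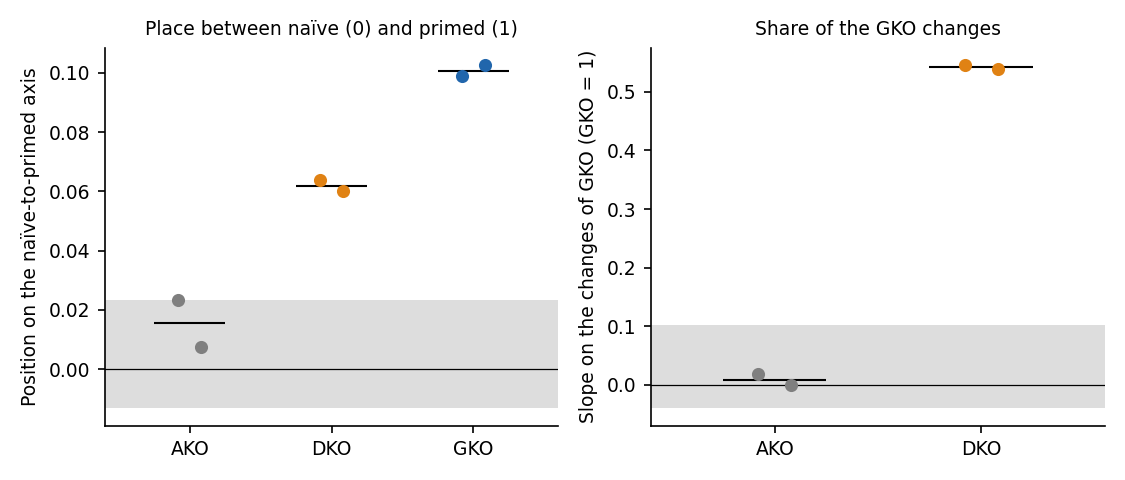
Position of each AKO, DKO and GKO library between naïve (0) and primed (1) ESCs, and slope of the AKO and DKO changes on the GKO changes, both without units. Points are libraries and the grey band is the range of 100 simulated unchanged lines, with DKO above the band in both panels.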

As predicted by Otx2 induction, the transcriptome profile of GKO closely resembled that of the rosette state (Figs. EV6C and 6D) but differed from the formative (Fig. EV6E) and diapause (Fig. EV6F) states. Next, these ESCs were subjected to a primed transition with Fgf2/Activin A. After 48 h of exposure to Fgf2/Activin A, a predominance of flat-like colony morphology observed in GKO was reversed in DKO (Fig. 6K). These morphological observations were corroborated by the expression levels of typical primed pluripotency markers (e.g., *Fgf5* and *Sox17*) (Fig. 6L). Beyond morphology and marker expression, our findings were further substantiated by the dual reporter system. We established an additional KO of AMPKα from OG-GKO (referred as OG-DKO) (Fig. EV6G). The functional loss of AMPKα was evident through AMPK and ACC phosphorylation (Fig. EV6H), consistent morphological differences (Fig. EV6I) and the expression levels of key markers for naïve pluripotency (Fig. EV6J). Monitoring the naïve transition up to 72 h, clearly demonstrated that OG-DKO showed recovered naïve conversion efficiency from that of OG-GKO, suggesting the loss of AMPK activity may play a critical role in naïve reprogramming in mESCs (Fig. 6M). In summary, these results collectively suggest that AMPK activation triggered by the gradual expenditure, acts as a switch for the exit from naïve pluripotency during the peri and post-implantation process.

**Figure 6:**
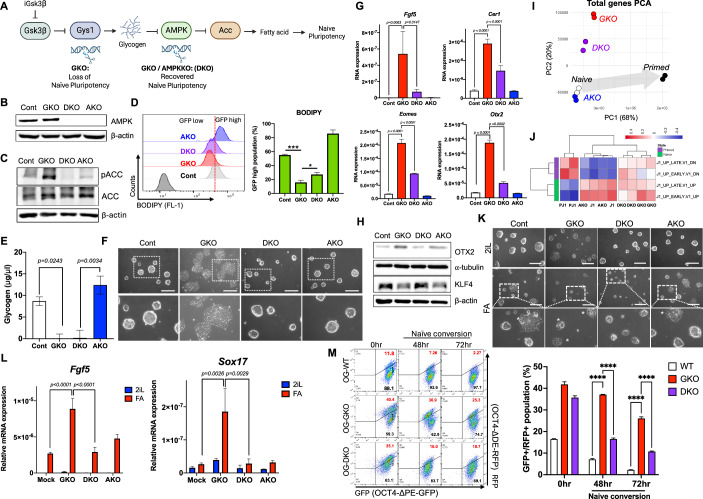
AMPK is responsible for priming the exit of naïve pluripotency. (**A**) Graphical summary of GKO, AKO and DKO. (**B**) Immunoblotting analysis for indicative proteins (AMPK in Cont, GKO, DKO and AKO), β-actin was used as a loading control. (**C**) Immunoblotting analysis for indicative proteins (pAcc, ACC in Mock, GKO, DKO and AKO, β-actin was used as a loading control). (**D**) Flow cytometry of BODIPY 493/503 staining in Cont, GKO, DKO and AKO (left panel), quantification of the populations from the flow cytometry (right panel), Multiple t-tests (***P = 0.0003, *P = 0.0243, *N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. (**E**) Intracellular glycogen level of Cont, GKO, DKO and AKO was quantified. Two-way ANOVA, multiple comparisons (*N* = 2, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. (**F**) Brightfield images of Cont, GKO, DKO, AKO (scale bar = 200 μm). Each inset is enlarged at the bottom of each condition, accordingly. (**G**) Relative mRNA expressions for *Fgf5, Cer1, Eomes* and *Otx2* in Cont, GKO, DKO and AKO under LIF/2i media condition. Two-way ANOVA, multiple comparisons (all panels; *N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. (**H**) Immunoblotting analysis for indicative proteins (Otx2, Klf4 in Cont, GKO, DKO and AKO), β-actin and α-tubulin were used as loading controls. (**I**) PCA of RNA-seq data from Naive (J1), AKO, DKO, GKO and primed (PJ1). The gray arrow indicates a suggestive transition from naïve-to-primed pluripotency. (**J**) Gene set variation analysis (GSVA) of Naive and Primed signatures from Naive (J1), AKO, DKO, GKO and Primed mESCs (PJ1). (**K**) Brightfield images of Cont, GKO, DKO, AKO under indicative media conditions. Primed conversion was performed by adding KOSR, bFGF and Activin A for 48 h. Each inset in upper images is enlarged at bottom accordingly (scale bar = 200 μm). Asterisks indicates the typical morphology of flat colony representing exit of naïve pluripotency. (**L**) Relative mRNA expressions of *Fgf5* and *Sox17* under indicative media conditions (2iL and FA). Primed conversion was performed by adding KOSR, bFGF and Activin A for 48 h. Two-way ANOVA, multiple comparisons (*N* = 3, *n* = 3). This bar graph shows mean value with standard deviation as an error bar. Cont: Control, GKO: *Gys1* KO, AKO: *Prkaa1* KO, DKO: *Gys1* KO and *Prkaa1* KO, KOSR: Knock Out Serum Replacement, 2iL: 2i + LIF, FA: bFGF + Activin A. (**M**) Flow cytometric analysis to examine GFP+ and RFP+ population in OG-WT, OG-GKO and OG-DKO mESCs during the naïve conversion (serum-free 2i + LIF) (left panel), and both GFP+ and RFP+ expressing population (GFP + /RFP + ) is quantified in each line (right panel). Two-way ANOVA, multiple comparisons (****P < 0.0001, *N* = 3, *n* = 5). This bar graph shows mean value with standard deviation as an error bar. Source data are available online for this figure.

**Figure EV6:**
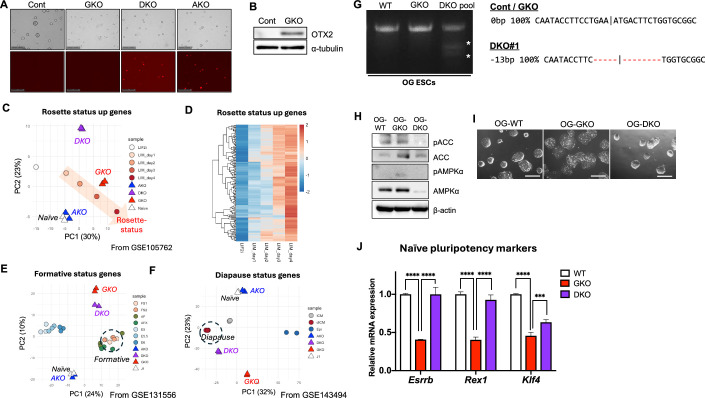
Establishment of *Gys1 *KO (GKO) and *Prkaa1 *KO (AKO). (**A**) Brightfield and RFP images for Cont, GKO, DKO and AKO (scale bar = 500 μm). (**B**) Immunoblotting analysis for indicative proteins (OTX2 in Cont and GKO, α-tubulin was used as a loading control). (**C**) PCA of RNA-seq data from this study (triangle shape; White: Naive (J1), Blue: AKO, Purple: DKO and Red: GKO) and previously published studies (circle shape; Red: LIM medium, Blue: LFAI medium). Samples cultured in the medium containing LIF, PD325901, and the Wnt inhibitor IWP2 were labeled as LIM, with the duration of culture indicated numerically. Samples cultured in the medium containing LIF, FGF2, Activin A, and IWP2 were labeled as LFAI, similarly annotated with the duration of culture. Red arrows indicate changes observed in LIM medium under LIF+2i (PD325901, CHIR99021) conditions, while blue arrows indicate changes observed in LFAI medium under LIF+2i conditions. (**D**) Gene set variation analysis (GSVA) of Naive and primed pluripotency signature with LIF2i, LIM day1- day 4 samples from Fig. EV6C is shown. (**E**) PCA of RNA-seq results from this study; naïve (J1), AKO, DKO, and GKO mESCs and samples from GSE131556 (FS1, FS2, AF, AFX, E5, E5.5, E6) are shown. To induce formative status, Activin A (A), Fgf2 (F) or iWnt (X) is treated in the study GSE131556. Representative formative status samples are marked with dotted circle in the plot. (**F**) PCA from RNA-seq of mESCs in this study (naïve (J1), AKO, GKO and DKO) with diapause-like mESCs from GSE143492 (ICM, dICM, Epi). Diapause-like cells are marked with dotted circle in the plot. (**G**) T7E1 assay of *Prkaa1* gRNA target site for WT, GKO and DKO in OG-ESCs (left panel), sequence information of targeted *Prkaa1* from WT, GKO and DKO in OG-ESCs (right panel). Asterisks indicate the observed bands corresponding to expected size after T7E1 treatment. (**H**) Immunoblotting analysis with OG-WT, OG-GKO and OG-DKO mESCs with indicative proteins (pACC, total ACC, pAMPKα, total AMPK), β-actin is used as an internal loading control of the analysis. OG-ESCs: OG2^+/−^GOF6^+/−^ ESCs. (**I**) Representative brightfield images for Cont, GKO and DKO OG-ESCs (scale bar = 200 μm). (**J**) Fold mRNA expressions for *Esrrb*, *Rex1* and *Klf4* in WT, GKO and DKO OG-ESCs. Two-way ANOVA, multiple comparisons, (****P < 0.0001, ***P = 0.0005, *N* = 3, *n* = 5). OG-ESCs: OG2^+/−^GOF6^+/−^ ESCs.

## Discussion

The limited availability of in vitro models for studying mammalian embryos has posed challenges in the biological characterization of pre- and post-implantation embryos. Recent advancements, such as the development of blastoids (blastocyst-like structure) (Rivron et al, 2018), and other ex-vivo embryo-like structure, have aimed to simulate mouse and human embryo development (Bao et al, 2022). Nevertheless, the use of naïve and primed ESCs, enabling extensive biochemical and molecular studies, remains crucial for understanding pluripotency regulatory mechanisms in pre- and post-implantation embryos, respectively (Nichols and Smith, 2009; Nichols and Smith, 2012; Ying et al, 2008).

This study emphasizes the significance of glycogen as a signaling molecule in regulating AMPK activation during early embryonic development. While glycogen has traditionally been viewed as an energy reservoir, our results provide evidence that glycogen levels in blastocysts can serve as a regulatory mechanism for modulating AMPK activity. The observed decrease in glycogen levels in mouse blastocysts prior to implantation (Ozias and Stern, 1973) suggests that timely AMPK activation through glycogen expenditure may occur in vivo during the pre-implantation stage of embryo development. The critical role of AMPK activation in early embryogenesis is supported by genetic studies showing embryonic lethality in AMPKα1/α2 KO mice around 10.5 days post-conception (Viollet et al, 2009) and the failure of differentiation in AMPKα/β KO ESCs (Young et al, 2016). In this line, sustained GSK3α/β inhibition by Netrin-1 signaling (Huyghe et al, 2020) would likely lead to AMPK activation when glycogen is depleted, whether through Netrin-1 signaling in embryos or a chemical inhibitor of GSK3β in naïve ESCs.

Fatty acid metabolism, particularly fatty acid β-oxidation (FAO), has been extensively studied in reproductive biology and embryonic development (Dunning et al, 2010). Key genes involved in fatty acid synthesis such as *Fasn* (Chirala et al, 2003) and *ACC* (Abu-Elheiga et al, 2005) have been shown to be essential for early embryo development, which is consistent with our observation that chemical inhibition of ACC can induce cell death in naïve ESCs (Fig. 2I). Consistently, treatment with l-carnitine, which promotes FAO and potentially decreases fatty acid levels in embryos, improves pregnancy rates following embryo transfer in bovine models (Carrillo-Gonzalez and Maldonado-Estrada, 2020) and humans (Kim et al, 2018). Interestingly, mammalian species with higher levels of fatty acid in embryos such as cows, pigs, and cats (Krisher and Prather, 2012) exhibit longer implantation times compared to mice, which have lower levels of fatty acid in embryos (Simmet et al, 2018). This implies that fatty acid metabolism, regulated by AMPK activity, may play a pivotal role in determining the timing of implantation across different species. Another intriguing question to be addressed is the molecular mechanism how fatty acids delay the exit of naïve pluripotency. Previous studies have indicated that fatty acid metabolism, including FAO, provides acetyl carbon for histone acetylation (McDonnell et al, 2016) and is critical for providing a carbon source for pluripotency maintenance (Khoa et al, 2020). This interesting research subjects would be investigated in future studies.

Collectively, the findings of this study propose that glycogen stored in blastocysts acts as a signaling molecule, regulating the timely activation of AMPK. Consequently, this regulation influences the levels of fatty acids, ultimately initiating the departure from naïve pluripotency. These observations may offer a potential explanation for the variations in fatty acid levels seen in embryos across diverse animal species, each characterized by distinct implantation periods. Overall, these results contribute novel insights into the role of glycogen as a signaling molecule in early embryonic development and provide illumination on the molecular mechanisms that govern the regulation of pluripotency and implantation.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
OG2GOF6 mESC	Choi et al, 2016	
J1 mESC	ATCC	SCRC-1010
NIH3T3	ATCC	CRL-1658
**Recombinant DNA**		
pRGEN-Cas9-CMV-Puro-RFP	ToolGen	TGEN-OP1
pRG2	Addgene	104174
Tet-pLKO-Puro	Addgene	21915
AMPK alpha 1 CRISPR Plasmids	Santa Cruz	sc-430618
AMPK alpha 1 HDR Plasmids	Santa Cruz	sc-430618-HDR
**Antibodies**		
Rabbit anti-AMPKα	Cell Signaling Technology	2532
Rabbit anti-pAMPKα (T172)	Cell Signaling Technology	2535
Rabbit anti-ACC	Cell Signaling Technology	3676
Rabbit anti-pACC (S79)	Cell Signaling Technology	11818
Rabbit anti-pGSK3β(S9)	Cell Signaling Technology	9323
Rabbit anti-pGSK3β(Y216)	Abcam	ab75745
Rabbit anti-GYS1	Cell Signaling Technology	3886
Rabbit anti-pGYS1 (S641)	Cell Signaling Technology	47043
Rabbit anti-pSTAT3 (Y705)	Cell Signaling Technology	9145
Rabbit anti-pERK1/2 (T202/Y204)	Cell Signaling Technology	9101
Mouse anti-β-actin	Santa Cruz	sc-47778
OCT4	Cell Signaling Technology	2840
KLF4	Abcam	ab72543
Mouse anti-β-α-tubulin	Santa Cruz	sc-8035
OTX2	Abcam	ab183951
Vinculin	Santa Cruz	sc-25336
Peroxidase AffiniPure^TM^ Goat anti-mouse IgG (H + L)	Jackson ImmunoResearch Lab	115-035-003
Peroxidase AffiniPure^TM^ Goat anti-rabbit IgG (H + L)	Jackson ImmunoResearch Lab	111-035-003
**Oligonucleotides and other sequence-based reagents**	**Sequence (5’–3’)**	
sg*Gys1*	GGACACAGCCAATACAGTCA	
sg*Prkaa1*	GCCGCACCAGAAGTCATTTC	
sh*Gys1*	CAAGGGTTGTAAGGTGTATTT	
*Esrrb*	F: GATTCTCATCTTGGGCATCGTGTAC R: CTGACTCAGCTCATAGTCCTGCAG	
*Klf2*	F: CACACATACTTGCAGCTACACCAAC R: CAAGTGGCACTGAAAGGGTCTGTG	
*Rex1*	F: CTTCGAAAGCTTGGAGGAAGTGGAG R: GGACACTCCAGCATCGATAAGACAC	
*Klf4*	F: GAACAGCCACCCACACTTGTGAC R: CTGTCACACTTCTGGCACTGAAAG	
*NrOb1*	F: ACAGAGCAGCCACAGATGGTGTC R: GATGTGCTCAGTAAGGATCTGCTG	
*Gys1*	F: AACAAGGTGGGTGGCATCTA R: CCTTACAACCCTTGCTGTTC	
*Nanog*	F: GTGCACTCAAGGACAGGTTTCAG R: CTGCAATGGATGCTGGGATACTC	
*Fgf5*	F: CATCGGTTTCCATCTGCAGATCTAC R: GTTCTGTGGATCGCGGACGCATAG	
*Sox17*	F: ACCCAGATCTGCACAACGCAGAG R: GCTTCATGCGCTTCACCTGCTTG	
*T*	F: CATCTGCTTGTCTGTCCATGCTG R: GAGAACCAGAAGACGAGGACGTG	
*Cer1*	F: GTGGAAAGCGATCATGTCTCATCG R: GCAAAGGTTGTTCTGGACAACGAC	
*Eomes*	F: CTCAGAGACACAGTTCATCGCTGTG R: CAGGGACAATCTGATGGGATCTAGG	
*Otx2*	F: TCATGAGGGAAGAGGTGGCACTG R: AGCACTGCTGCTGGCAATGGTTG	
*Rn18s*	F: GTAACCCGTTGAACCCCATT R: CCATCCAATCGGTAGTAGCG	
**Chemicals, enzymes and other reagents**		
DMEM high glucose	Gibco	11965092
DMEM/F12	Gibco	21331020
N2 supplement	Gibco	17502048
B27 supplement	Gibco	A3582801
Fetal Bovine Serum (FBS)	Gibco	16000044
Knockout Serum Replacement	Gibco	10828028
DPBS	Welgene	LB001-02
MEM-nonessential amino acids	Gibco	11130051
GlutaMax	Gibco	35050061
Gentamycin	Gibco	15710064
β-mercaptoethanol	Gibco	21985023
mouse leukemia inhibitory factor (mLIF)	Merck Millipore	ESG1107
Porcine Gelatin	Merck Millipore	G1890
0.25% Trypsin/EDTA solution	Welgene	LS015-10
Accutase	BD-Bioscience	561527
Dispase	Gibco	17105041
Matrigel	Corning	354277
PD0325901	Biogems	3911091
CHIR99021	Biogems	2520691
PF-05175157	MedChemExpress	HY-12942
Murine Activin-A	Peprotech	120-14E
Murine bFgf	Peprotech	450-33
G418	Merck Millipore	G8168
BODIPY493/503	Invitrogen	D3922
Penicillin-Streptomycin-GlutaMAX	Gibco	A5873601
T7 Endonuclease I	New England Biolabs	M0320S
RIPA buffer	Biosesang	R2002-050-00
5× SDS-PAGE loading buffer	Biosesang	SF2088-110-00
Protease Inhibitor Cocktail	Merck Millipore	C756V54
Miracle-Star	iNtRON Biotechnology	16028
West-Queen	iNtRON Biotechnology	16026
ECL Select	Cytiva	RPN2235
5× PrimeScript™ RT mix	Takara	RR036A
2× TB-Green premix	Takara	RR820S
CDg4	Lee et al, 2012	
Nile Red	Merck Millipore	72485
^13^C-glucose	Cambridge Isotope Laboratories	TRC-G595008
Chloroform-d_6_	Merck Millipore	151823
CPTCI CryoProbe	Bruker BioSpin	
Easy RNA Directional Library Prep Kit	MGI	1000006386
QauntiFluor ONE dsDNA System	Promega	E4871
QauntiFluor ssDNA System	Promega	E3190
Propidium Iodide	Merck Millipore	537059
7-AAD	BD Pharmingen	559925
Hoechst 33342	Invitrogen	H1399
Lipofectamine-3000	Invitrogen	L3000-001
**Software**		
FlowJo	https://www.bdbiosciences.com/en-us/products/software/flowjo-v10-software	
GraphPad Prism 9	https://www.graphpad.com/features	
Fiji	https://imagej.net/software/fiji/downloads	
R version 4.2.3	https://www.r-project.org/	
FASTQC version 0.11.9	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	
TrimGalore version 0.6.6	https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/	
STAR version 2.7.9a	https://github.com/alexdobin/STAR	
RSEM version 1.3.3	https://github.com/deweylab/RSEM	
Gene Expression Omnibus (GEO)	https://www.ncbi.nlm.nih.gov/geo/	
Gene Set Enrichment Analysis (GSEA)	https://www.gsea-msigdb.org/gsea/index.jsp	
PhosphoSitePlus	https://www.phosphosite.org/homeAction.action	
**Other**		
Wizard genomic DNA isolation kit	Promega	A1120
Easy-Blue™ total RNA isolation kit	iNtRON Biotechnology	17061
Annexin-V Apoptosis Detection Kit	BD Pharmingen	559763
Pierce BCA protein assay Kit	Thermo Fischer	23225
Glycogen Assay Kit	BioVision	K646-100

### Cell culture

naïve mouse ESCs were cultured on 0.5% porcine gelatin-coated dish in either naïve mESC culture media -DMEM high glucose (Gibco) supplemented with 15% FBS (Gibco), 1% Glutamax (Gibco), 1% MEM-nonessential amino acids (Gibco), 0.1% Gentamycin (Gibco), 0.1 mM β-mercaptoethanol (Gibco), 1000 U/ml mouse leukemia inhibitory factor (mLIF) (Millipore, Merck), 1 μM PD0325901 (Peprotech) and 3 μM CHIR99021—or N2B27 naïve mESC culture media—a 1:1 ratio of DMEM/F12 (Gibco) and Neurobasal (Gibco) supplemented with 1% P/S/G (Gibco), 0.5% N2 (Gibco) and 1% B27 (Gibco), 1000 U/ml mouse leukemia inhibitory factor (mLIF) (Millipore, Merck), 1 μM PD0325901 (Peprotech) and 3 μM CHIR99021—at 37 °C and 5% CO_2_ incubating condition. Cells were passaged 1:20 ratio every 3 days using 0.25% Trypsin/EDTA (Welgene) as a single cell dissociation reagent. OG2 + /−GOF6 + /− cells were cultured on 0.5% porcine gelatin-coated dish in naïve mESC culture media with or without 2i (1 μM PD0325901 (Peprotech) and 3 μM CHIR99021). Primed mouse ESCs were cultured on Matrigel (Corning# 354277)-coated dish in either EpiSC culture media—DMEM/F12 (Gibco) supplemented with 20% KnockOut Serum Replacement (Gibco), 1% GlutaMAX (Gibco), 1% MEM-nonessential amino acids (Gibco), 0.1% Gentamycin (Gibco), 10 ng/ml murine bFgf (Peprotech), 20 ng/ml murine Activin A (Peprotech)—or N2B27 EpiLC culture media—a 1:1 ratio of DMEM/F12 (Gibco) and Neurobasal (Gibco) supplemented with 1% P/S/G (Gibco), 0.5% N2 (Gibco) and 1% B27 (Gibco), 1% KnockOut Serum Replacement (Gibco), 12 ng/ml murine bFgf (Peprotech), 20 ng/ml murine Activin A (Peprotech)—at 37 °C and 5% CO_2_ condition. Primed mESCs were passaged every 3 days using 1 U/ml of Dispase (Gibco) as a colony detachment reagent. Detached colony clumps were transferred 1:15–1:20 ratio on Matrigel (Corning# 354277) coated dishes. Culture media was changed every day for all cell types.

### Establishment and sequence validation of knock out cell lines

For establishment of *Gys1* KO mESCs, we transfected pRGEN-Cas9-CMV-Puro-RFP (Toolgen-TGEN_OP1) plasmids with sgRNA of *Gys1* cloned into pRG2 (Addgene# 104174) plasmid with following sgRNA sequence (5’-GGACACAGCCAATACAGTCA-3’) as described previously (Park et al, 2023). 

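A guide against Prkaa1, 5'-GCCGCACCAGAAGTCATTTC-3', has 1 exact match in GRCm39, on the plus strand of chromosome 15 from base 5199472 to 5199491, followed by the PAM AGG. The match lies in coding sequence of exon 5 of the 9 exons of the transcript Prkaa1-201, an exon that spans bases 5199410 to 5199497. Cleavage next to the PAM is expected after base 5199488. The reference around the guide reads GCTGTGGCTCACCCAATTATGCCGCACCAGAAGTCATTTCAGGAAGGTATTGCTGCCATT. Prkaa1 (ENSMUSG00000050697), which encodes the α1 catalytic subunit of AMPK, runs from base 5173186 to 5211750 on the plus strand. OG2+/−GOF6+/− cells carry fluorescent reporters of Oct4 and are a different line from J1. No library of them was analysed here.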

For establishment of *Prkaa1* KO OG2 + /−GOF6 + /− cell line, we transfected pRGEN-Cas9-CMV-Puro-RFP (Toolgen-TGEN_OP1) plasmids with sgRNA of *Prkaa1* cloned into pRG2 (Addgene# 104174) plasmid with following sgRNA sequence (5’-GCCGCACCAGAAGTCATTTC-3’). The cloned gRNA vector (3 mg) and Cas9 plasmid vector (1 mg) were co-transfected into 1 × 10^6^ mESCs using Lipofectamine 3000 reagent (#L3000-001, Invitrogen). After 24 h, cells were selected with puromycin (2 μg/mL) for 24 h. Single-colony picking was performed from KO pool. Targeted sequence of each single clone was validated by Sanger sequencing after gDNA isolation through Wizard® Genomic DNA Purification Kit (#A1120, Promega). For establishment of *Prkaa1* KO J1 cell line, commercial CRISPR/Cas9 Knockout Plasmid (#sc-430618, Santa Cruz) and HDR plasmid (#sc-430618, Santa Cruz) were co-transfected using Lipofectamine 3000 reagent (#L3000-001, Invitrogen). After 24 h, RFP positive cells were sorted using FACS Aria III cell sorter (BD Biosciences). After both genetic and functional validation of pooled clones, we took untargeted clone as “Cont” and gene-of-interest targeted clones for “KO” for further experiments.

### T7E1 assay

KO pool cells were collected and gDNA was extracted using Wizard® Genomic DNA Purification Kit (#A1120, Promega) following the manufacturer’s instruction. T7E1 assay was performed as previously described (Kim et al, 2020).

### Establishment of knock down cell lines

For mouse sh*Gys1* plasmid vector generation, we used PB-PGK-Neo empty vector as a backbone vector and the shRNA sequence for mouse *Gys1* was infusion cloned into the plasmid vector (sh*Gys1* sequence, forward: 5’-CAAGGGTTGTAAGGTGTATTTCTCGAG-3’, reverse: 5’- CAAGGGTTGTAAGGTGTATTTCTCGAG-3’). To establish *Gys1* stable knock-down cell line, 2 mg of sh*Gys1* Piggy-Bac vector and 1 mg of Transposase vectors was co-transfected into 1 × 10^6^ cells of mESCs through Lipofectamine-3000 transfection (#L3000-001, Invitrogen). After 24 h, cells were treated with 100 μg/mL of G418 (Sigma) for 2 days followed by washing-off G418 on following day.

### Immunoblotting analysis

RIPA buffer (Biosesang) containing 1 μM protease inhibitor and 10 μM sodium orthovanadate was used to extract the whole cell lysate, which was then acquired after incubating on ice for 1 h and subsequent centrifugation. Quantification of proteins was performed using the Pierce BCA protein assay Kit (Thermo Fischer Scientific). To prepare the protein sample, 5× SDS-PAGE loading buffer (Biosesang) was added, and the sample was boiled at 100 °C for 10 min. In total, 10–20 μg of total protein was loaded and separated on a 10% SDS-PAGE gel. The separated proteins were transferred onto an activated PVDF membrane. The membrane with transferred proteins was blocked with 5% skim milk in TBS-T at RT for 1 h, followed by washing. The primary antibody (1:500–1:1000) in TBS-T was incubated with 1% sodium azide at 4 °C overnight. After washing, the membrane was incubated with the secondary antibody (1:10,000) in TBS-T at RT for 1 h. Chemiluminescence was detected using the Miracle-Star (iNtRON Biotechnology) kit or West-Queen (iNtRON Biotechnology) kit. The band quantification was performed using Image J software (Fiji).

### RNA isolation and quantitative RT-PCR analysis

The Easy-Blue™ total RNA isolation kit (iNtRON Biotechnology) was used to isolate total RNA from cells, following the manufacturer’s instructions. During reverse transcription, 5× PrimeScript™ RT mix (TaKaRa) was used to acquire cDNA. Quantitative real-time PCR was carried out using 2× TB-Green premix (TaKaRa) on a LightCycler-480II (Roche). The Rn18s gene was used as an internal loading control to normalize the gene expression data.

### CDg4 and Nile Red staining and quantification

For CDg4 and Nile Red staining of in vitro cultured cells, cells were dissociated with Accutase (#561527, BD Biosciences) and washed with DPBS. 1 million cells were counted followed by fixation with 4% PFA at RT for 5 min. After fixation, cells were incubated with CDg4 dye (3 μM) or 1 μg/mL of Nile Red in DPBS at 37 °C for 1 h. After washing with DPBS, each fluorescent dye was analyzed by flow cytometry. For blastocysts staining, 3.5–4.5dpc mouse embryos were collected fixed with 4% PFA followed by 3 μM of CDg4 or 1 μg/mL of Nile Red staining for 1 h at 37 °C. In all, 10 μg/mL of Hoechst was counter stained to indicate nucleus of each embryo. The fluorescent and bright field images of the embryo were taken after the staining.

### BODIPY 493/503 staining and quantification

For BODIPY 493/503 staining of in vitro cultured cells, cells were dissociated with Accutase (#561527, BD Biosciences) and washed with DPBS. 1 million cells were counted and incubated with BODIPY 493/503 (2 μM) in DPBS at 37 °C for 30 min. After washing with DPBS, BODIPY 493/503 staining was analyzed by flow cytometry.

### Propidium iodide (PI) staining for cell cycle analysis

For PI staining of in vitro cultured cells, cells were dissociated with Accutase (#561527, BD Biosciences) and washed with DPBS. One million cells were counted followed by fixation with 75% EtOH at RT for 15 min. Cells were then incubated with 1% RNase A in DPBS at RT for 30 min, followed by staining with 10% PI solution in DPBS. After washing with DPBS, PI staining was analyzed by flow cytometry.

### Flow cytometric analysis

Flow cytometric analysis was used to measure the GFP intensity (following BODIPY 493/503 and CDg4 staining), cell cycle profile (following PI staining), and GFP and RFP intensity in the OG2GOF6 cell line. Cells were dissociated with Accutase (#561527, BD Biosciences) and washed with DPBS, and stained as needed. Cells were analyzed through FACS Calibur (BD Biosciences) or FACS Celesta (BD Biosciences) flow cytometer. GFP and CDg4 intensity was determined by measuring the FL-1 channel (FACS Calibur) or FITC (FACS Celesta). PI staining intensity was measured in the FL-2 channel (FACS Calibur), and RFP and Nile Red intensity were measured in the FL-3 channel (FACS Calibur). FlowJo software was used to analyze the flow cytometric data.

### NMR analysis with ^13^C-glucose tracer

Cells were cultured with 15 mM ^13^C-glucose (U-^13^C_6_, 99%, Cambridge Isotope Laboratories) for 24 h. After harvesting, cell pellets underwent standard two-phase extraction, and the chloroform phase underwent speedvac. The dried samples were dissolved in chloroform-d_6_ (Sigma-Aldrich) and ^1^H-^13^C Heteronuclear Single Quantum Coherence (HSQC) NMR was taken, using 800 MHz Bruker Avance III HD spectrometer equipped with a 5 mm CPTCI CryoProbe (Bruker BioSpin, Germany). The time domain parameter for carbon was 512, the spectral width for carbon was 80, and the number of scans was 3.

### Cell imaging

Brightfield images of live cells were captured by Olympus CKX41. GFP and RFP images of live cells were captured by JuLi Stage (NanoEntek), followed by the merging process of each channel by JuLi-Edit software.

### Glycogen quantification assay

Glycogen assay kit (BioVision) was used to measure the relative intracellular glycogen amount. For the sample preparation, cells were dissociated with Accutase (#561527, BD Biosciences) and washed with DPBS. 3 million cells were homogenized with cold distilled water on ice for 1 h. Supernatant was collected after spin down (13,000 rpm, 20 min). BCA assay was performed with the lysate. Then the lysate was boiled at 100 °C for 10 min. In total, 30–50 μg of protein was loaded to each well of 96-well plate and glycogen assay was performed under the manufacturer’s instruction. The optical density of glucose (which was hydrolyzed from glycogen) was measured at 570 nm by Epoch microplate spectrophotometer (Biotek). Final glycogen concentration was normalized into initial protein input of each sample.

### Bulk RNA-seq library preparation

Total RNA was isolated from J1, GKO and PJ1 cells using Easy-BLUE^TM^ RNA isolation kit (iNtRON Biotechnology, #17061). One 1 µg of total RNA was processed for preparing mRNA sequencing library using MGIEasy RNA Directional Library Prep Kit (MGI) according to manufacturer’s instruction. The first step entails utilizing poly-T oligo-attached magnetic beads to isolate the mRNA molecules that contain poly-A. Following purification, divalent cations and a high temperature are used to break the mRNA into small pieces. Utilizing reverse transcriptase and random primers, the cleaved RNA fragments are converted into first strand cDNA. After achieving strand specificity in the RT directional buffer, second strand cDNA synthesis takes place. The ‘A’ base is then added to these cDNA fragments, followed by the ligation of the adapter. The final cDNA library is made by purifying and enriching the results with PCR. The QauntiFluor ONE dsDNA System (Promega) is used to quantify the double stranded library. The library is circularized at 37 °C for 30 min and then digested at 37 °C for 30 min, followed by cleanup of circularization product. The library is treated with the DNB enzyme at 30 °C for 25 min to create DNA nanoballs (DNB). Finally, Library was quantified by QauntiFluor ssDNA System (Promega). On the MGIseq system (MGI), the prepared DNB was sequenced using 100 bp paired-end reads.

### Bulk RNA-seq processing and analysis

Low-quality bases and adapter sequences bases were trimmed using TrimGalore (https://www.bioinformatics.babraham.ac.uk/). The trimmed reads were aligned to the mouse genome assembly GRCm39 using STAR (v2.7.3a). The expression value per gene was estimated as a read count or transcripts per million (TPM) values calculated using RSEM (v1.3.3) based on the mouse gene annotation GRCm39.104. 21,853 protein-coding genes were utilized for subsequent analysis. 

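Each of the 10 deposited tables lists 21853 genes by symbol with a TPM value. Among these entries 26 symbols occur more than once, which leaves 21827 different symbols, and 27 symbols had been turned into calendar dates, as spreadsheet programs do. Between 6061 and 6369 genes per library are listed at 0. For chromosome positions, 19306 symbols were matched to an annotation of GRCm39 by their current name and 366 by an older name. Of the 12060 tested genes, 11758 had a chromosome.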

The fastq files and pre-processed data are available in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE272593. To assign pathway activity scores for individual samples (naïve (J1), AKO, DKO, GKO and Primed (PJ1)), the single-sample GSEA (ssGSEA), using a profile of TPM values for all genes as an input, was conducted through the R package gsva.

### Transcriptome data analysis

To compare the generated RNA-seq data with existing dataset, RNA-seq data representing the rosette status (Alex Neagu et al, 2020), formative status (PMID: 34861148) and Diapause status (PMID: 31991105) were utilized. All datasets, including the newly generated data, were processed in a consistent manner to ensure compatibility. The EdgeR package was employed to identify genes associated with rosette and diapause statuses, while the DESeq2 package was used to identify genes specific to the formative status. Principal Component Analysis (PCA) was performed on both the publicly available and newly generated RNA-seq datasets to extract the first and second principal components (PC1 and PC2).

### Phosphoproteome data analysis

The processed data from Ana Martinez-Val et al’s study was analyzed using a two-sided limma approach (version 3.54.2) to determine differential phosphorylation sites at each time point compared to the initial Serum/LIF conditions (Martinez-Val et al, 2021); Data ref: Martinez-Val et al, 2021). The statistical threshold was adjusted using the Benjamini–Hochberg correction to control the false discovery rate (FDR) at 5% for each condition.

### Phosphoprotein clustering based on inhibitors-induced phosphorylation changes

To group phosphoproteins based on their phosphorylation changes in response to inhibitors, including iMEK1, iGSK3β, and iCdk8, we employed hierarchical clustering with a predefined cluster number of *K* = 4. In this clustering process, phosphorylation values were first normalized across all samples using z-transformation, ensuring that the values were on a comparable scale. Pairwise distances between phosphoproteins were then computed using the Euclidean distance metric, based on the mean phosphorylation values across all samples. The hierarchical clustering algorithm was applied to the resulting distance matrix using the complete linkage method. To identify whether specific clusters were enriched with substrates downstream of particular kinases, we conducted a hypergeometric test using the PhosphoSitePlus database. This analysis allowed us to determine which clusters contained a significant number of substrates regulated by specific kinases.

### Statistical analysis

The mean values of the quantitative data were presented with their corresponding standard deviation (SD). To determine the statistical significance of each response variable, unpaired two-tailed t-tests were performed. Where necessary, pre-specified comparisons between groups were conducted using Tukey’s post hoc test in PRISM software. P-values less than 0.05 were considered statistically significant (* < 0.05, **<0.01, ***<0.001, ****<0.0001 and n.s. for not significant).

## Supplementary information

Peer Review File

Dataset EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The transcriptome datasets for naïve, AKO, GKO, DKO, and primed ESCs are deposited at GSE272593. Additional datasets used and/or analyzed during this study are available from the corresponding author upon reasonable request. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00384-x.

# Supplementary material for: AMPK activation by glycogen expenditure primes the exit of naïve pluripotency
**Source:** EMBO Rep. 2025 Feb 17;26(6):1504–27. doi: 10.1038/s44319-025-00384-x
**Supplement:** Supplementary file 9 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Phosphoproteomic analysis of temporal kinase activity.**

(A) Volcano plot of differentially phosphorylated proteins after 1, 2 and 6 h of treatment ( $n = 4$ ) compared to SL ( $n = 8$ ). We employed moderated t-test which were implemented in the R package limma (v3.62.1). Differentially phosphorylated proteins were selected based on a Benjamini-Hochberg-adjusted P-value less than 0.05 and an absolute fold-change greater than 0 as the cut-offs. (B) Phosphoproteins phosphorylated by MAPK1, ERK1 and GSk3 among the phosphoproteins belonging to cluster 3. (C) PCA of phosphoproteome data from 2i treatment (0.5-, 1-, 2-, and 6-h samples displayed in red gradient color) and Cdk8i treatment (0.5, 1, 2, and 6-h samples displayed in green gradient color). (D) Hierarchical clustering results representing four phosphoproteins' clusters showing distinct phosphoproteome changes at various time points after CDK8i treatment. The top five kinase categories significantly enriched in each phosphoprotein cluster. (E) Phosphoproteins phosphorylated by AMPK among the phosphoproteins belonging to cluster 1.

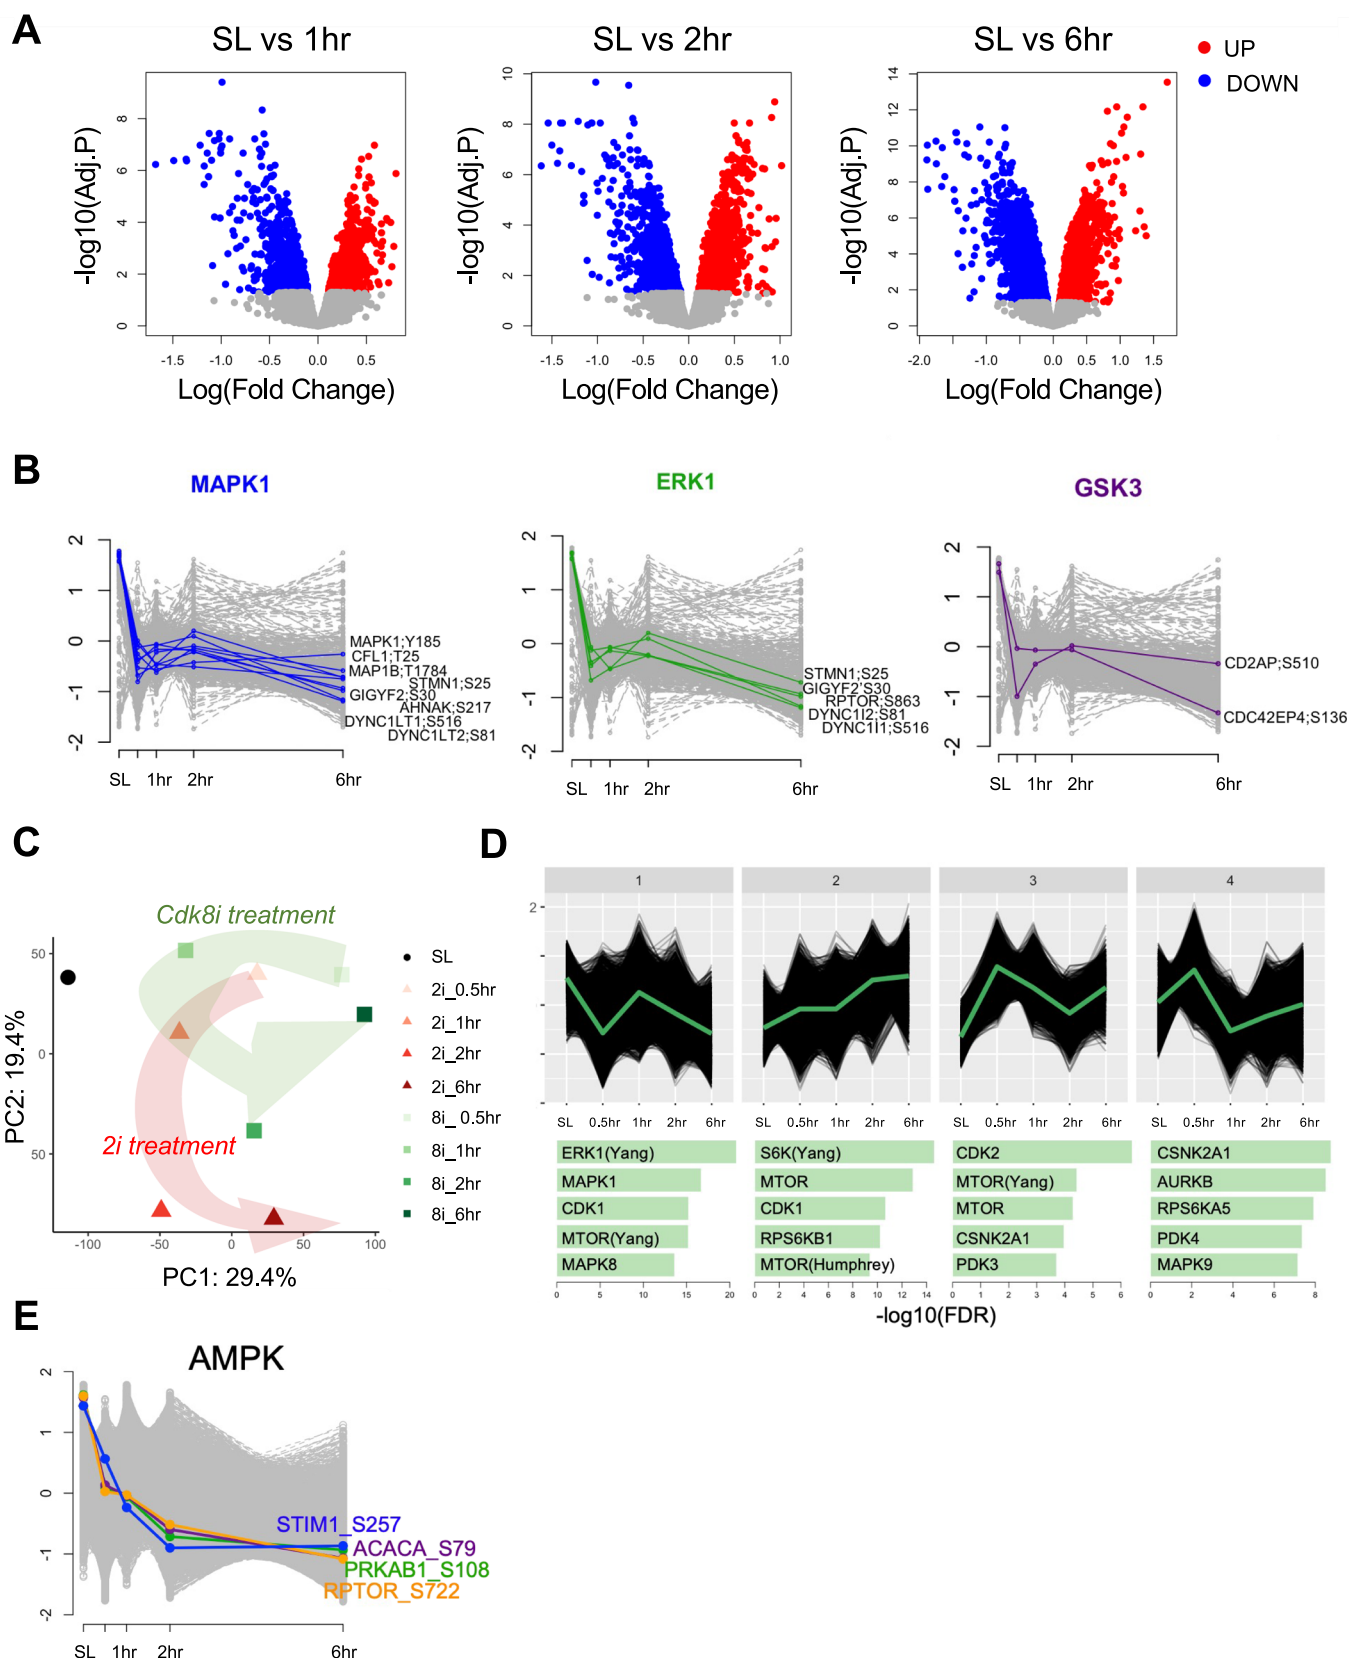

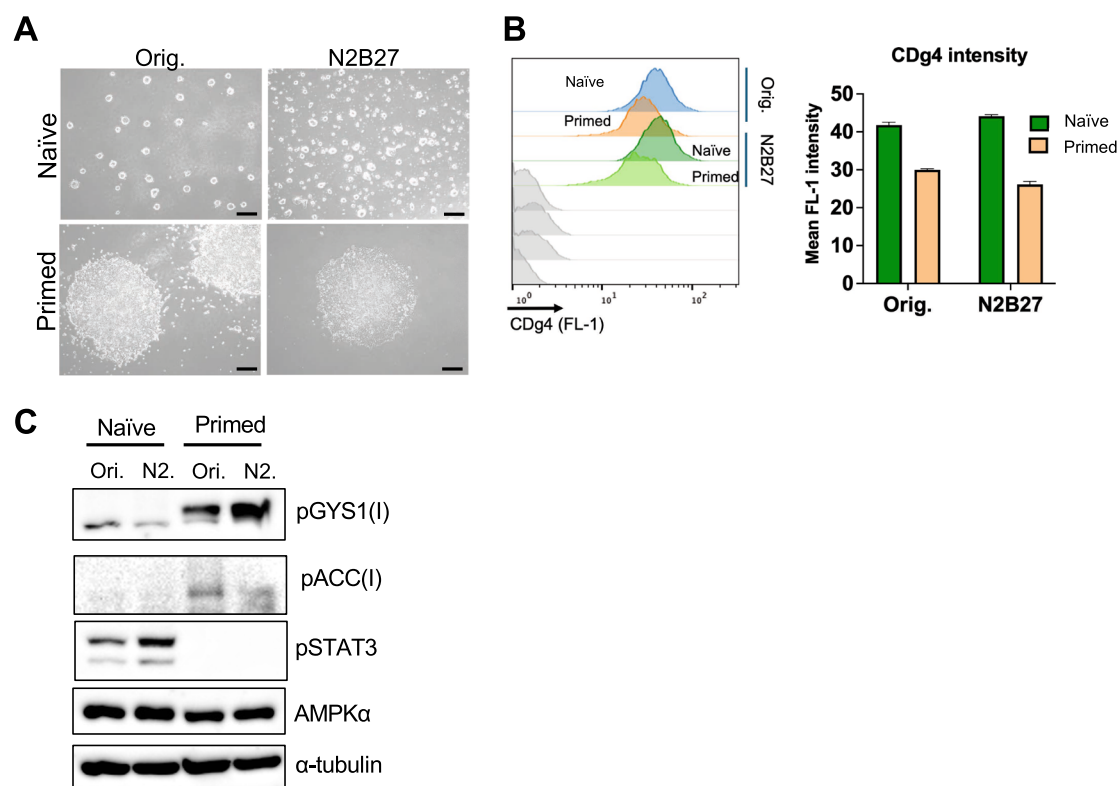

**Figure EV2. Higher glycogen amount and increased GYS1 activity in Naïve ESCs.**

(A) Phase contrast images of naïve (J1) and primed (PJ1) mESCs cultured under DMEM-based media (Orig.) or chemically defined N2B27-based media (N2B27). Scale bar = 100  $\mu$ m. (B) Flow cytometric analysis CDg4 with either Orig. or N2B27-cultured naïve (J1) and primed (PJ1) mESCs. Quantified mean intensity of CDg4 is shown in right-side graph. (C) Immunoblotting analysis of naïve (J1) and primed (PJ1) mESCs cultured with either Orig. or N2B27-mediated defined media (N2.). Indicative protein expression of pGYS1, pACC, pSTAT3 and AMPK $\alpha$  is shown, and  $\alpha$ -tubulin was used for loading control. Active or inactive phosphorylation of each protein is marked as [A] or [I], respectively.

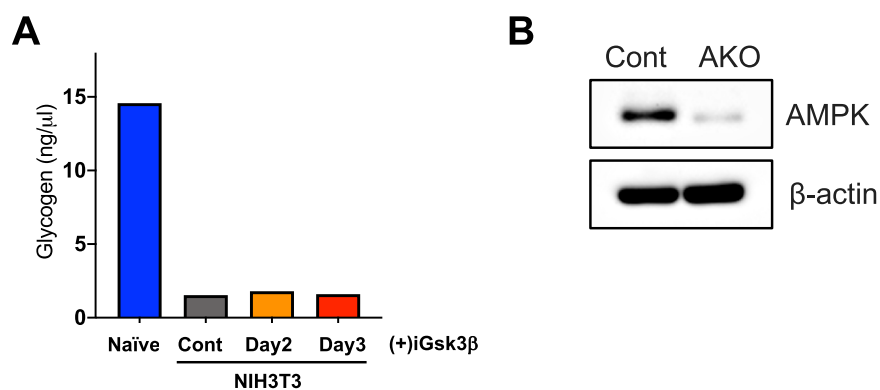

**Figure EV3. High glycogen amount in Naïve ESCs, Establishment of AMPK KO cell line.**

(A) Glycogen amount of naïve (J1) and NIH3T3 cells treated with iGSK3 $\beta$  for 3 days are quantified. (B) Immunoblotting analysis from Cont (J1) and Ampk KO J1 mESCs (AKO) with Ampk expression is shown,  $\beta$ -actin is used for internal loading control.

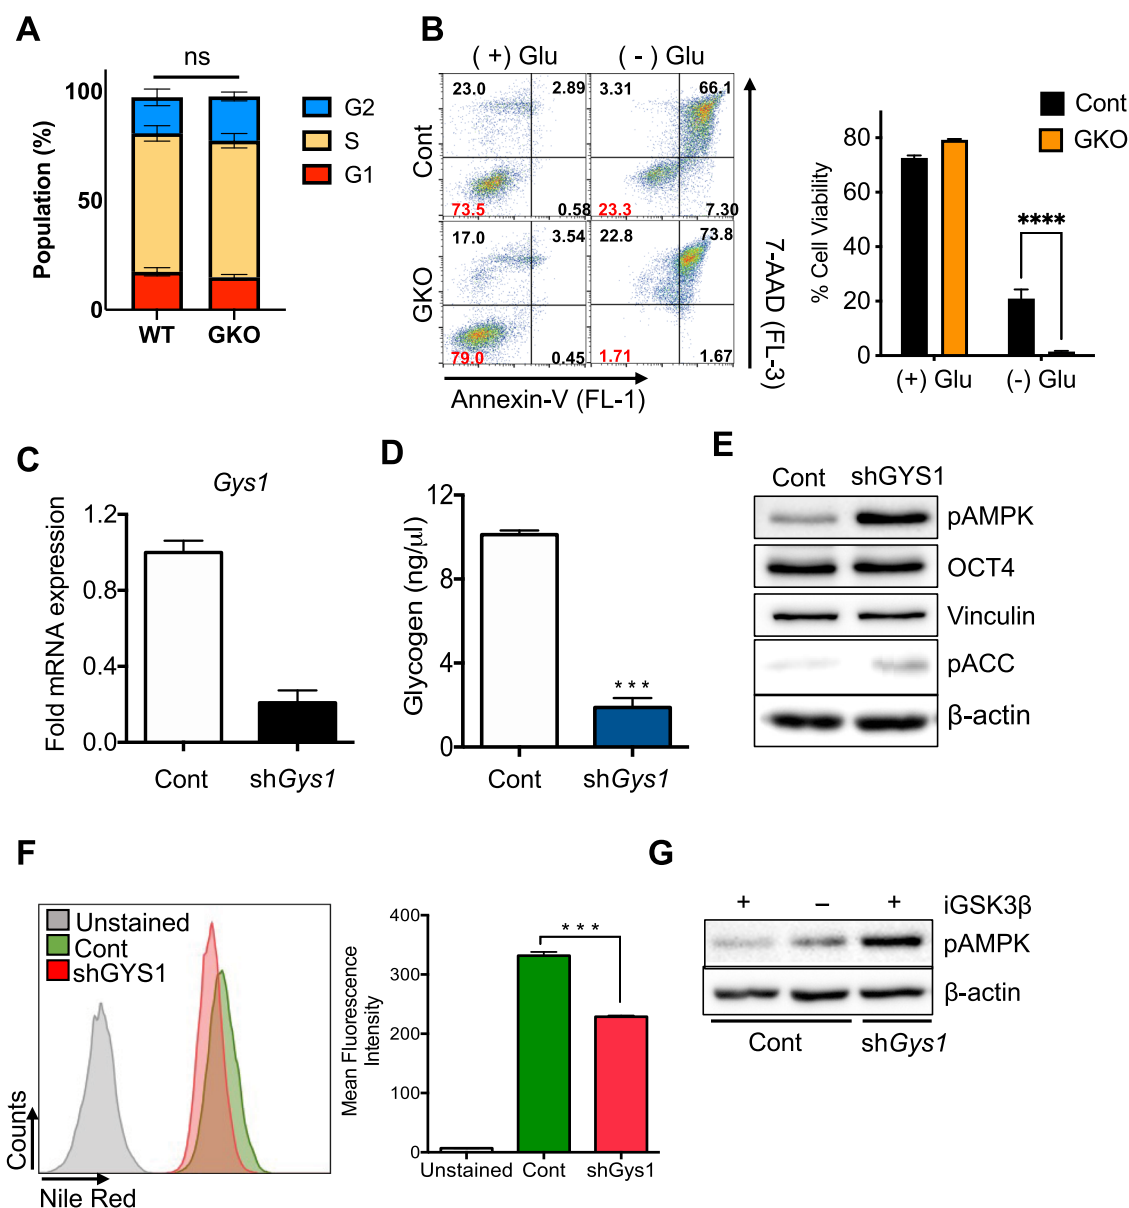

**Figure EV4. Establishment of Knockout (GKO) and Knockdown (shGys1) of *Gys1*.**

(A) Cell cycle profile analysis with WT (J1) and *Gys1* KO (GKO) mESCs after treatment of Propidium iodide (PI)-staining is quantified. Based on DNA content estimation, each cell cycle stage (G1, S and G2) is analyzed. two-way ANOVA, multiple comparisons, ns indicates statistically not significant ( $N = 3, n = 3$ ). (B) Flow cytometry for Annexin-V and 7-AAD staining of Cont and GKO with [+Glu] or without [-Glu] Glucose (left panel), quantification of live cell population (right panel). 2-way ANOVA, multiple comparisons, (\*\*\*\* $P < 0.0001, N = 3, n = 3$ ). (C) Fold mRNA expression of *Gys1* in before [Cont] and after transient knock down of *Gys1* [shGys1]. (D) Intracellular glycogen level before [Cont] and after transient knock down of *Gys1* [shGys1]. Multiple t-tests (\*\*\* $P = 0.0003, N = 3, n = 3$ ). (E) Immunoblotting analysis for indicative proteins (pAmpka, Oct4, Vinculin, pAcc,  $\beta$ -actin was used for loading control) before [Cont] and after transient knock down of *Gys1* [shGys1]. (F) Flow Cytometry of Nile Red staining before [Cont] and after transient knock down of *Gys1* [shGys1] (left panel), quantification of Mean Fluorescence Intensity (right panel). Multiple t-tests (\*\*\* $P = 0.0002, N = 3, n = 3$ ). (G) Immunoblotting analysis for pAmpka ( $\beta$ -actin was used for loading control) before [Cont] and after transient knock down of *Gys1* [shGys1]. See also Fig. 3B.

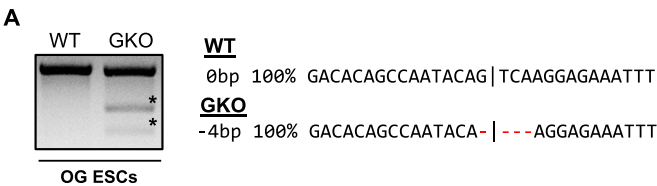

**Figure EV5. Establishment of *Gys1*KO (GKO) cell line.**

(A) T7E1 assay for WT and GKO in OG2<sup>+/-</sup>-GOF6<sup>+/-</sup> cell line (left panel), sequence information of targeted *Gys1* from WT and GKO in OG2<sup>+/-</sup>-GOF6<sup>+/-</sup> cell line (right panel).

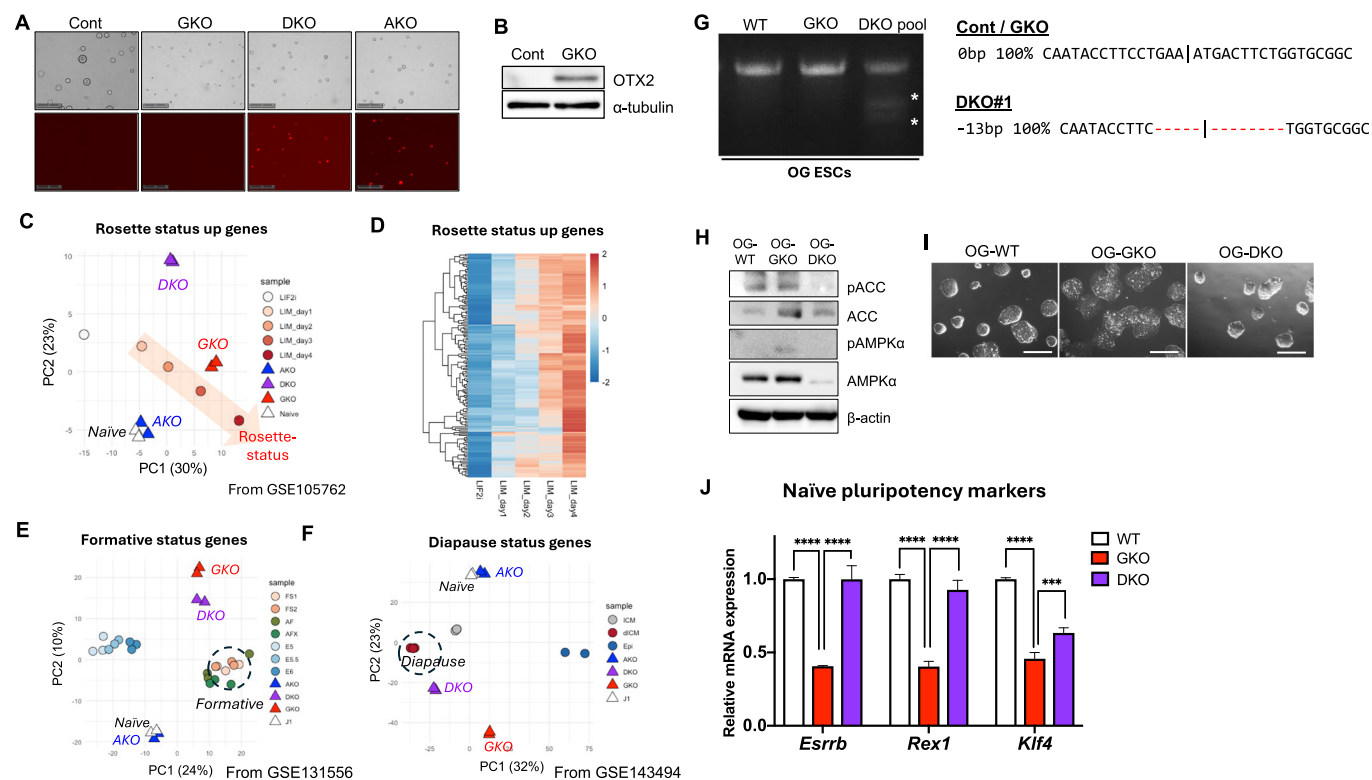

**Figure EV6. Establishment of *Gys1* KO (GKO) and *Prkaa1* KO (AKO).**

(A) Brightfield and RFP images for Cont, GKO, DKO and AKO (scale bar = 500  $\mu$ m). (B) Immunoblotting analysis for indicative proteins (OTX2 in Cont and GKO,  $\alpha$ -tubulin was used as a loading control). (C) PCA of RNA-seq data from this study (triangle shape; White: Naïve (J1), Blue: AKO, Purple: DKO and Red: GKO) and previously published studies (circle shape; Red: LIM medium, Blue: LFAI medium). Samples cultured in the medium containing LIF, PD325901, and the Wnt inhibitor IWP2 were labeled as LIM, with the duration of culture indicated numerically. Samples cultured in the medium containing LIF, FGF2, Activin A, and IWP2 were labeled as LFAI, similarly annotated with the duration of culture. Red arrows indicate changes observed in LIM medium under LIF+2i (PD325901, CHIR99021) conditions, while blue arrows indicate changes observed in LFAI medium under LIF+2i conditions. (D) Gene set variation analysis (GSVA) of Naïve and primed pluripotency signature with LIF2i, LIM day1- day 4 samples from Fig. EV6C is shown. (E) PCA of RNA-seq results from this study; naïve (J1), AKO, DKO, and GKO mESCs and samples from GSE131556 (FS1, FS2, AF, AFX, E5, E5.5, E6) are shown. To induce formative status, Activin A (A), Fgf2 (F) or iWnt (X) is treated in the study GSE131556. Representative formative status samples are marked with dotted circle in the plot. (F) PCA from RNA-seq of mESCs in this study (naïve (J1), AKO, GKO and DKO) with diapause-like mESCs from GSE143492 (ICM, dICM, Epi). Diapause-like cells are marked with dotted circle in the plot. (G) T7E1 assay of *Prkaa1* gRNA target site for WT, GKO and DKO in OG-ESCs (left panel), sequence information of targeted *Prkaa1* from WT, GKO and DKO in OG-ESCs (right panel). Asterisks indicate the observed bands corresponding to expected size after T7E1 treatment. (H) Immunoblotting analysis with OG-WT, OG-GKO and OG-DKO mESCs with indicative proteins (pACC, total ACC, pAMPK $\alpha$ , total AMPK),  $\beta$ -actin is used as an internal loading control of the analysis. OG-ESCs: OG2<sup>+/+</sup>-GOF6<sup>+/+</sup> ESCs. (I) Representative brightfield images for Cont, GKO and DKO OG-ESCs (scale bar = 200  $\mu$ m). (J) Fold mRNA expressions for *Esrrb*, *Rex1* and *Klf4* in WT, GKO and DKO OG-ESCs. Two-way ANOVA, multiple comparisons, (\*\*\*\* $P$  < 0.0001, \*\*\* $P$  = 0.0005,  $N$  = 3,  $n$  = 5). OG-ESCs: OG2<sup>+/+</sup>-GOF6<sup>+/+</sup> ESCs.

How the deposited data were processed for this re-analysis (not part of the article)

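Bulk RNA was sequenced from 5 lines of mouse ESCs, with 2 libraries per line and 10 in all. The lines were naïve ESCs (J1), AKO, GKO and DKO, which are labelled as J1, and primed ESCs (PJ1). Each library was assigned to its line and replicate from its sample record, and the same names head the columns of the paper's Dataset EV1. Replicate numbers were taken from the same records. Every library was used, and 0 further columns of per-sample values were present.

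The authors trimmed the reads with TrimGalore, aligned them to GRCm39 with STAR and estimated expression with RSEM, and they deposited the TPM of each protein-coding gene. TPM corrects for transcript length and scales a library to a fixed sum before the list was limited to protein-coding genes. A gene that rises strongly therefore lowers the others slightly, and the depth of each library cannot be read from TPM. No interval or detection limit was derived for that reason, and a gene is described as listed at 0 where its value is 0. RSEM divides reads among similar transcripts by estimation, so members of multicopy families are uncertain.

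From the deposited TPM, log2(TPM + 1) was computed for the 12060 of 21853 genes with at least 1 TPM in at least 2 libraries. A fold change is on this scale and understates the change of low genes. Genes were tested with limma 3.58.1 in R 4.3.3, in 1 fit with a mean for each of the 5 lines, an intensity trend in the prior variance and Benjamini-Hochberg adjustment within each comparison. The threshold was an adjusted p of 0.05. The comparisons in that fit were GKO, DKO, AKO and primed against naïve ESCs, GKO against DKO and against primed ESCs, and the difference between GKO minus naïve and DKO minus AKO (the interaction of Gys1 and AMPK). GKO with DKO was compared with naïve with AKO in a separate limma fit of these 8 libraries as groups of 4, in which differences between the lines of a group enter the spread. For that fit, the 35 splits of the 8 libraries into equal groups were counted, 3 of which keep the replicates of each line together. For single values of 2 libraries against 2, no two-sided exact p below 0.333 is possible.

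The genes named in the text were the 20 that the paper names as markers, targets or pathway members, and the 3 largest rises and 3 largest falls in GKO against naïve, GKO against DKO and AKO against naïve. The latter had to pass the threshold, reach a mean of 5 TPM in the higher line and have no overlap between the libraries. Fgf5, Cer1 and Sox17 did not pass the filter on low values and were not tested.

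The position of a line between naïve and primed ESCs is the projection of its change onto the primed change, over genes that differ between primed and naïve ESCs by at least 1 on the log2 scale. The slope in DKO and AKO is the same projection onto the GKO change, over the genes called in GKO. Different naïve libraries were used on both sides of each product. Since lines share the naïve control, 100 lines with no change were simulated with the replicate deviations of the naïve, AKO, DKO and GKO libraries. Principal component analysis used log2(TPM + 1), centred and scaled.

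In all, 13 lists of genes were set, and the 12 with enough tested genes were tested with camera (preset correlation 0.01) and with fry, with adjustment over the lists of a comparison. They covered naïve pluripotency, primed pluripotency, mesendoderm, primitive endoderm, trophectoderm, 2-cell-like cells, fatty acid synthesis, cholesterol synthesis, fatty acid oxidation, glycogen metabolism, glycolysis, ERK targets and Wnt targets. A list needed 3 tested genes. The naïve and primed lists were also scored by single-sample GSEA on all genes with a weight of 0.25. The embryoid-body signatures of the paper were not used here.

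Guide sequences and gene positions were matched to GRCm39 with a later annotation release than the one the authors used, so coordinates are those of the reference and not of the deposited tables, which hold none. Chromosome shifts are the median log2 fold change of the genes of a chromosome minus that of all others. They were compared with 10000 random lists of equal size, matched on mean expression in 20 bins. Proximal and distal parts of a chromosome are split at its median tested gene.

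The samples, the tests, the named genes, the gene lists and the alternatives were set before the data were examined, except where the text says otherwise. Alternatives were a pseudocount of 0.1, no filter on low values, a filter at a mean of 5 TPM, quantile normalization, median-ratio scaling, no intensity trend, a minimum log2 fold change of 1, the replicate number as a block, only the libraries of the lines compared, each replicate left out, and other transformations for the principal components and scores.

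The procedure was tested on simulated data with the real genes. Of 200 genes changed by 1 on the log2 scale, 199 of those among 12060 genes were called, with 7 unchanged genes called, and 0 genes were called between 2 unchanged lines. The noise was drawn for each gene on its own, so deviations common to many genes of a library were absent. These counts therefore do not give the rate of false calls in the real libraries. With real replicate deviations, unchanged lines shared 0 to 1798 calls with GKO, with a median of 0. A simulated position of 0.3 was recovered as 0.298 on 3384 genes, a slope of 0.5 as 0.498 on 6882 genes, and a shift of 0.4 of chromosome 14 as 0.399 over 11758 genes. With 1 list shifted, 1 list was called. Other tools were matrixStats 1.5.0, jsonlite 2.0.0, Python 3.11.15 and matplotlib 3.10.9.

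Dataset EV1 was at hand only in part and was used to check sample names, not for any test. The meta-analysis with rosette, formative and diapause transcriptomes was not analysed here.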

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

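The tests on Y-linked genes were chosen only after the result was seen, as were the count of splits that keep lines whole, the size limit of 0.1 for chromosome shifts, the listing of parts of chromosomes and the repeats without chromosomes. The clones behind the libraries of a genotype are not stated, so a difference between clones is not separated from an effect of the knockout throughout.

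The response to loss of Gys1 differed with AMPK at 3116 genes (1540 higher, 1576 lower), by the limma test of GKO minus naïve against DKO minus AKO. Loss of Gys1 as a whole, GKO and DKO against naïve ESCs and AKO, gave 4906 genes. Of the 35 splits of these 8 libraries into equal groups, 1, the real one, gave as many genes, and the largest of the others gave 0. The other splits put lines that differ into the same group, which leaves few genes to call. The lines are the independent units, and only 3 of the splits keep their replicates together, so the count decides nothing about the grouping. The split does not part the knockout from the origin of the lines, and the interaction carries the clone differences of 4 lines.

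Of the 17 tested genes named by the paper, 3 had an interaction past the threshold. These were Prkaa1 (0.97, adjusted p = 0.000291), Otx2 (0.97, adjusted p = 0.00115) and Lin28a (0.38, adjusted p = 0.0315). Lin28a did not pass without the filter on low values (adjusted p = 0.0612) or without the intensity trend (0.0504). For Prkaa1, AKO and DKO carry knockouts of the same gene with different residual mRNA, 7.09 ± 0.211 and 2.17 ± 0.190 TPM (SD, n = 2), so its interaction need not concern AMPK activity. For Otx2 the interaction comes with the low level in DKO, while GKO and AKO stayed near naïve ESCs. Apart from Prkaa1, 14 genes were named for the largest changes in single comparisons, and 12 of them had interactions past the threshold. The interaction is the sum of GKO minus DKO and AKO minus naïve. Of the 14, 6 were named for their change in GKO against DKO (Tex13b, 4930502E18Rik, Zic2, Spint5, Rpl39l and Ly6a), so their interactions follow largely from that choice and are no separate evidence. A further 5 were named for their change in AKO, which is a part of the interaction. In Ldhb that part was 0.64, and 1.87 came from GKO against DKO, for which it was not named. Gm364 (0.23, adjusted p = 0.212) and Eif2s3y (0.08, adjusted p = 0.579) did not pass. The 12 were Tex13b (4.23), 4930502E18Rik (2.84), Ldhb (2.51), Zic2 (2.23), 4930447C04Rik (1.02), Rpl39l (-3.15), Ly6a (-3.14), Spint5 (-2.91), Ddx3y (-1.35), Magea4 (-1.09), Xlr3a (-1.04) and Xlr4a (-1.03). Ddx3y is listed at 0 in naïve ESCs and AKO, so its value is the difference between GKO and DKO alone. Rpl39l, Magea4, Xlr3a and Xlr4a belong to families with similar copies and are uncertain. Xlr3a and Xlr4a were below 0.5 TPM in every GKO and DKO library, so their interactions mainly restate the lower level in AKO. All 12 passed in 7 other settings and 7 of them with a mean of at least 5 TPM, since the other 5 do not reach that mean.

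Whole chromosomes shifted in the knockout lines, which the paper does not report. Of 60 shifts examined, 27 lay outside the middle 95% of random gene lists and above the largest shift between the naïve libraries, 0.0171. Of these, 10 reached 0.1 on the log2 scale, and the other 17 stayed at 0.0994 or below as whole chromosomes. In GKO the shift was 0.49 for chromosome 14 (400 genes), -0.40 for chromosome 19 (399), 0.15 for chromosome 6 (555) and -0.16 for chromosome 15 (467). In DKO it was 0.38 for chromosome 14, -0.27 for chromosome 19, -0.26 for chromosome X (435), 0.15 for chromosome 12 (407) and -0.16 for chromosome 15. In AKO chromosome 12 shifted by 0.16. Both parts of every chromosome were examined as well, 120 in all, and 7 reached 0.1 where the whole chromosome did not. In 5 of the 7 the other part did not move along. These were chromosome X of GKO (-0.39 proximal, 0.32 distal), the distal part of chromosome 5 in GKO (-0.18) and DKO (-0.17), and the proximal part of chromosome 16 in GKO (-0.15). The other 2, in GKO, were the proximal parts of chromosomes 8 (0.106) and 13 (0.102), whose distal parts moved the same way.

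Primed ESCs shared the shifts of chromosomes 14 (0.61) and 19 (-0.41), which AKO lacked (0.00 for both). They also shared the direction on chromosomes 15 (-0.17), X (-0.24, as in DKO), 12 (0.25, as in DKO and AKO) and the distal part of 5 (-0.28). On chromosome 6 they went the other way from GKO (-0.35). The same held for the distal part of X (-0.11, against 0.32 in GKO), while its proximal part fell in both (-0.31, against -0.39 in GKO).

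A difference in library composition is argued against, since all 10 shifts stayed outside the middle 95% after quantile normalization, the smallest being 0.11 for chromosome 12 in DKO. A candidate explanation is the gain or loss of a chromosome copy in part or all of the cells. It needs both parts of a chromosome to move together, which 9 of the 10 did, with chromosome 6 in GKO moving least, by 0.14 in its distal part. For chromosome 12 in DKO the proximal part was at -0.0403 and the distal part at 0.24, and for chromosome X in GKO the distal part rose by 0.32 while the proximal part fell. The part that did not move along was at 0.0439 for chromosome 5 in GKO, 0.0498 for chromosome 5 in DKO and -0.00943 for chromosome 16 in GKO. A copy of the whole chromosome is argued against in these 5 cases. A gain or loss of a part of these chromosomes, and regulation of many genes of a chromosome by the knockout, stay open and were not tested.

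The shifts bear on the results at the claims. Of the 6086 genes called in GKO that have a chromosome, 619 (10.2%) lie on chromosomes 14, 19 and Y, against 6.83% of the tested genes with a chromosome. Refitted without those chromosomes, GKO differed from naïve ESCs at 5566 genes, DKO at 4992, and GKO from DKO at 4840. The position of GKO between naïve and primed ESCs was 0.0965 without them, and the slope of DKO on GKO was 0.520. Without chromosomes 5, 6, 12, 15, 16 and X as well, the position was 0.0909 and the slope 0.527, where simulated unchanged lines reached 0.0256 and 0.126. Shifts of these 9 chromosomes are thus argued against as the whole source of the position and the slope. The other chromosomes were left in, among them 8 and 13, whose proximal parts reached 0.106 and 0.102 in GKO. Chromosome 11, at 0.38 in primed ESCs and -0.03 in GKO, was left in too. Replicate noise in the shared naïve libraries is argued against too, since the highest position of a simulated unchanged line was 0.0233 and the highest slope 0.102. The simulated lines carried replicate deviations only. A state common to both naïve libraries would enter the position and the slope, and this simulation cannot exclude it. Library composition is argued against for the position, which was 0.0797 under quantile normalization. What stays open is whether the remaining difference comes from loss of Gys1 or from differences between clones, those of the naïve cells included.

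Transcripts of the Y chromosome were present in GKO and DKO and listed at 0 in the naïve, AKO and primed libraries. Of the 167 Y-linked genes listed, 4 reached 1 TPM in GKO or DKO, and these 4 were at 0 in all 6 other libraries. Eif2s3y was at 39.7 TPM in GKO and 37.4 in DKO, Ddx3y at 7.97 and 21.9, Uty at 2.36 and 6.64, and Uba1y at 2.80 and 0.566 (means of 2 libraries). A difference in library composition acts on all genes of a level alike. Of the other tested genes at the level of these 4, 7076 in GKO and 8460 in DKO, 0 (0%) were listed at 0 in all 6 other libraries, so library composition is argued against. Loss of the Y chromosome in the cells that became the naïve, AKO and primed libraries is a candidate explanation, since it needs all 4 genes at 0 in all 6 libraries. A separate origin of GKO and DKO would give the same values, and no biological effect of Gys1 on Y-linked genes was tested. If the zeros mean that the Y chromosome was missing, GKO and DKO did not descend from cells like the sequenced naïve cells.

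An exchange of libraries was weighed with Prkaa1. Its highest value in an AKO or DKO library was 7.24 TPM and its lowest in a naïve or GKO library 12.0 TPM, so no exchange across the AMPK genotype is seen. An exchange of naïve with GKO together with AKO with DKO would leave that pattern as it is. It cannot be told apart from the labels as given, because Gys1 mRNA hardly changed in GKO and the level of Prkaa1 does not say which line lacks Gys1.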

How the results depend on the processing

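Alternatives without some chromosomes, those for parts of chromosomes 5 and 16, and those leaving out a library of the 8 in the comparison of GKO and DKO against naïve ESCs and AKO, were added after the data had been seen, and 0.1 as the size limit for chromosomes as well. Alternatives per list were computed for the naïve, primed and fatty acid synthesis lists only.

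Counts of genes, apart from that of AKO, moved most when an absolute log2 fold change of at least 1 was required, which by construction removes small changes. They became 433 in GKO, 357 in DKO, 1 in AKO and 3355 in primed against naïve ESCs, 323 for GKO against DKO, 3081 for GKO against primed, 349 for the interaction and 252 for GKO and DKO against the rest. Under that rule Prkaa1 in GKO (-0.38) and Prkaa2 in GKO (0.33) and DKO (0.30) did not pass. Under the other alternatives that keep most chromosomes the counts lay between 4546 and 7292 in GKO, 4148 and 6379 in DKO, 6546 and 11517 in primed ESCs, 3817 and 5791 for GKO against DKO, 6287 and 11122 for GKO against primed and 2266 and 3077 for the interaction. The comparison of GKO and DKO with the rest gave 3572 to 5221 genes, and 3890 to 5008 with a library left out. The lowest of these belong to the filter at a mean of 5 TPM, which tests 8294 genes. Higher genes were 47.7% of the calls in GKO and 47.2% in DKO, 38.8% and 40.7% with that filter, and 58.9% and 63.0% with a log2 change of at least 1. For GKO against primed ESCs they were 51.1%, 57.8% with that filter and 43.8% with a log2 change of at least 1. Quantile normalization and median-ratio scaling moved the median of all genes by at most 0.0226. Single genes moved more under quantile normalization. In GKO, Pou5f1 went from -0.17 to 0.05, Nanog from 0.12 to 0.23 and Fasn from -0.11 to -0.006, while Prkaa2 went from 0.33 to 0.20.

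The count in AKO, 27, was 13 with a pseudocount of 0.1, 17 with a mean of at least 5 TPM, which tests fewer genes, and 0 with only the AKO and naïve libraries (2011 at an unadjusted p under 0.05), a fit with fewer libraries. The cause at the pseudocount was not tested. With the replicate number as a block, AKO had 8 genes, GKO 6046 and DKO 5382. Replicate differences of the lines correlated by -0.128 to 0.078 over 10 pairs of lines, so the numbers do not pair the libraries.

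Gys1 in GKO passed the threshold with a pseudocount of 0.1 (-0.17) and, at an unaltered -0.16, without the low filter, with a mean of at least 5 TPM and without the trend. Its adjusted p ran from 0.0456 to 0.0672. Prkaa2 lost its call under quantile normalization in GKO (0.20) and DKO (0.22), and Prkaa1 in AKO (-1.07) with only the AKO and naïve libraries. The cause was not tested. Quantile normalization reversed Zfp42 (0.0796) and Pou5f1 (0.0508) in GKO. Leaving out libraries gave Zfp42 -0.0316 to 0.0190, above 0 without the first GKO library (0.00813) and without the first naïve library (0.0190). Otx2 ranged from -0.14 to 0.038, above 0 without the first GKO library, and Acaca from -0.14 to 0.00579, above 0 without the second naïve library. Zfp42, Otx2 and Acaca passed the threshold in GKO in no setting, and Pou5f1 passed it with only the GKO and naïve libraries (-0.17, adjusted p = 0.0468). Fasn passed in that setting too (-0.11, adjusted p = 0.0279).

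The position of GKO (0.101) was 0.110 with a pseudocount of 0.1, 0.0850 with a mean of at least 5 TPM, 0.0797 under quantile normalization, 0.110 over all tested genes, 0.0965 without chromosomes 14, 19 and Y and 0.0909 without 5, 6, 12, 15, 16 and X as well. That of DKO (0.0619) was 0.0694, 0.0473, 0.0456, 0.0676, 0.0592 and 0.0535 in the same order. The slope of DKO (0.543) was 0.5499 with a pseudocount of 0.1, 0.5504 with a mean of at least 5 TPM, 0.519 under quantile normalization, 0.520 without the first 3 chromosomes and 0.527 without all 9. Without all 9, GKO differed from naïve ESCs at 3771 genes, DKO at 3359 and GKO from DKO at 3356, from fewer tested genes by construction. That of AKO was 0.0235 with a pseudocount of 0.1. GKO was farther from naïve than DKO in each of these settings.

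For the principal components, settings are given in the order log2 not scaled, TPM scaled, TPM not scaled, pseudocount 0.1 and all genes with a nonzero value. PC1 of naïve, GKO and primed held 87.7%, 64.1%, 69.7%, 65.1% and 58.8%, and PC2 9.71%, 24.8%, 25.4%, 24.2% and 23.0%. The place of GKO on PC1 was 0.0521 for log2 not scaled, 0.306 for TPM not scaled, 0.108 for the pseudocount and 0.0884 for all genes. With all 5 lines PC1 held 80.5%, 54.8%, 62.7%, 56.1% and 49.4%, and PC2 10.8%, 21.2%, 22.1%, 20.7% and 18.7%. GKO was then at 0.0697 for log2 not scaled, 0.396 for TPM not scaled, 0.132 for the pseudocount and 0.113 for all genes. Its place with TPM scaled is not given for either analysis. Scaling and logarithm change by construction how much the most abundant genes weigh.

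With only the genes that the paper names, places on the naïve list score were -0.0289 for GKO, -0.0252 for DKO and 0.00505 for AKO, and on the primed list -0.0202 for GKO and -0.162 for DKO. Scored on the tested genes, GKO was at 0.00872 on the primed list. Fry called 4 lists in GKO, 7 in DKO against GKO and 9 in primed against naïve ESCs, where camera called 0, 2 and 3. Both tests called 0 in AKO.

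Chromosome shifts are given under quantile normalization, with a mean of at least 5 TPM and over libraries left out. In GKO they were 0.48, 0.56 and 0.48 to 0.49 for chromosome 14, -0.38, -0.41 and -0.41 to -0.40 for 19, 0.16, 0.18 and 0.146 to 0.155 for 6, and -0.14, -0.17 and -0.17 to -0.16 for 15. The proximal part of X was at -0.41, -0.38 and -0.39 to -0.39, and the distal part at 0.29 and 0.40. The distal part of 5 was at -0.15, -0.17 and -0.19 to -0.18, and the proximal part of 16 at -0.12, -0.10 and -0.15 to -0.14. In DKO they were 0.36, 0.45 and 0.37 to 0.38 for 14, -0.25, -0.28 and -0.27 to -0.26 for 19, 0.11, 0.20 and 0.12 to 0.15 for 12, and -0.13 (quantile) and -0.15 to -0.13 for 15. The distal part of 5 was at -0.14, -0.18 and -0.18 to -0.16 in DKO. Chromosome X of DKO was at -0.25 and -0.28. Chromosome 12 in AKO was at 0.16, 0.18 and 0.16 to 0.17. In primed ESCs they were 0.58, 0.61 and 0.59 to 0.60 for 14 and -0.38, -0.43 and -0.42 to -0.41 for 19. No shift changed its sign.

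For the other results, named genes included, 463 values under an alternative kept their direction and, in the 319 with a call, their side of the threshold. Of the rest, 15 passed it newly, 33 no longer passed, 6 reversed as given above and 1 moved otherwise. Prkaa2, Tex13b, Magea4, Xlr3a, Xlr4a and 4930447C04Rik have no value at a mean of at least 5 TPM, which they do not reach. Leaving out a library leaves 1 in its line, so no calls were made there. The depth of the libraries is not known from TPM, which limits what can be said of genes listed at 0.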

Differences from the paper's values

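No test in this part was chosen after the result was seen. The paper's values for single genes come from quantitative PCR, the values here from RNA sequencing of the lines of the same name. The paper's methods normalize quantitative PCR to Rn18s and the legend of Fig. 3 to Gapdh, and the legends of Figs. 5 and 6 name no such gene.

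For Nanog in GKO relative to naïve ESCs, the paper's value is about 0.20 in Fig. 5B, read by eye, and the ratio of mean TPM here was 1.08. For Zfp42 (Rex1) the paper's value is about 0.17 in Fig. 5B, read by eye, against 0.996 here. For Esrrb it is about 0.55 in Fig. 5B, read by eye, against 1.29 here. None of the alternatives set before the data were examined closed these gaps, though those that alter only the test or the genes tested could not have done so.

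For Eomes, the paper's source values for Fig. 6G, taken as log2 with their SD on that scale, are 3.55 ± 0.113 in GKO, 2.40 ± 0.0567 in DKO and -0.73 ± 0.0665 in AKO, against -0.20, -0.28 and -0.16 here. For Otx2, the paper's values for Fig. 6G are 3.39 ± 0.102 in GKO, 1.502 ± 0.153 in DKO and -0.19 ± 0.0881 in AKO, against -0.0500, -0.91 and 0.11 here. Each of these values was computed under 13 alternatives set before the data were examined, and 0 of the 13 brought any of them within the paper's. Alternatives that alter only the test or the genes tested leave a fold change as it is. Only the pseudocount, the scalings and leaving out a library could move these values. No change of log base or direction brings the series together, since the paper's GKO values are far above 0 and those here are not. For Otx2 in GKO the value without the first GKO library was 0.038, the only setting with the paper's sign.

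The paper places gene sets of naïve and primed pluripotency in GKO between naïve and primed ESCs (Fig. 5D). With the lists used here, GKO was at -0.0129 for the naïve list and -0.00177 for the primed list, where naïve is 0 and primed 1. On the naïve list GKO thus lay slightly outside the range, on the naïve side. On the primed list its scores, 0.174 and 0.171, lay on both sides of the naïve mean of 0.173. GKO was therefore not told apart from naïve ESCs on that list. Scoring only the tested genes put GKO at 0.00872 for the primed list, and ranks alone at 0.00693, on the paper's side. The paper's own gene sets were not used here. The paper describes KLF4 protein as inverse to Otx2. Klf4 mRNA here changed by 0.35 in GKO (limma, adjusted p = 0.0605) and 0.32 in DKO (adjusted p = 0.0890), neither past the threshold. Over the alternatives the adjusted p ran from 0.00188 to 0.148 in GKO and from 0.00504 to 0.195 in DKO.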

Other observations

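The comparison of the primed libraries with each other was chosen only after the result was seen. The lists of pathways below belong to no statement of the paper on RNA, and they are given as values.

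In GKO against naïve ESCs, camera called 0 of the 12 lists with enough tested genes, and at an unadjusted p under 0.05 it called 1, fatty acid synthesis. The median log2 change of the 15 genes of fatty acid synthesis was -0.22 (camera, adjusted p = 0.0890, fry 0.0131), with 8 genes lower and 0 higher, and 8 when adjusted over the list alone. Acaca (-0.07, adjusted p = 0.523) and Fasn (-0.11, adjusted p = 0.357) were not among them, and Fasn passed with only the GKO and naïve libraries in the fit (adjusted p = 0.0279, with up to 0.960 over its alternatives). Fatty acid oxidation had a median of -0.28 (adjusted p = 0.325, fry 0.0155), with 3 of 15 genes higher and 8 lower, and glycolysis -0.21 (adjusted p = 0.325, fry 0.0272), with 4 of 18 higher and 9 lower. Primitive endoderm was at 0.17 (adjusted p = 0.325, fry 0.0408). Fry alone thus called these 4 lists. Cholesterol synthesis was at 0.14, glycogen metabolism at 0.16, trophectoderm at 0.54 and Wnt targets at 0.13 (adjusted p = 0.325 each), and ERK targets at -0.04 and mesendoderm at -0.07 (adjusted p = 0.783 each). Of the 2-cell-like list, 0 of 12 genes passed the filter on low values, and it was not tested. The lower fatty acid synthesis list in GKO ran against primed ESCs. There its median change from naïve ESCs was 0.69, with 11 genes higher and 3 lower (camera, adjusted p = 0.0534, fry 0.000147). Acaca (0.94) and Fasn (0.98) were higher in primed ESCs as well.

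In DKO against GKO, camera called 2 lists. Fatty acid oxidation was higher in DKO, with a median of 0.33 (adjusted p = 0.000270), 11 of 15 genes higher and 0 lower, and 12 when adjusted over the list alone. Cholesterol synthesis was lower, with a median of -0.30 (adjusted p = 0.000625), 10 of 17 genes lower and 0 higher, and 10 when adjusted over the list alone. Both calls held under fry (adjusted p = 0.000983 and 0.00203), which also called glycolysis, naïve pluripotency, primed pluripotency, primitive endoderm and Wnt targets (0.0155, 0.0172, 0.00203, 0.00189 and 0.0225). Neither test called fatty acid synthesis (median -0.20, camera, adjusted p = 0.367, fry 0.182). Of its 15 genes, 4 were higher and 5 lower in DKO. Against naïve ESCs, Acaca (-0.24, adjusted p = 0.0440 from limma) and Fasn (-0.31, adjusted p = 0.0262) were lower in DKO. In AKO against naïve ESCs no list was called, with an adjusted p of 0.995 for each, and 0 lists had an unadjusted p under 0.05. In primed against naïve ESCs the third list called was cholesterol synthesis, at 1.104 (adjusted p = 0.000239, and fry called it too). Differences between clones were not separated from the knockouts in any of these comparisons.

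The primed list scored 0.156 ± 0.00295 in DKO against 0.173 in naïve ESCs (SD, n = 2), which puts DKO at -0.101 on the scale from naïve to primed, away from primed. AKO was at -0.0190 on that list. On the naïve list DKO was at -0.0214 and AKO at 0.000622. In DKO, Nanog rose by 0.23 (adjusted p = 0.0143) and Esrrb by 0.42 (adjusted p = 0.000117), the latter on chromosome 12, whose distal part rose by 0.24.

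The primed libraries differ from each other. The 6 tested genes of the mesendoderm list were all lower in the second library, with a median difference of -1.90, below all of the 10000 random lists (percentile 0). Trophectoderm differed by -0.50, primitive endoderm by -0.17, primed pluripotency by -0.15 and naïve pluripotency by -0.07. Cer1, listed at 0 in the other 8 libraries, was at 9.80 and 0.484 TPM, Fgf5 at 10.7 and 0.447 and Sox17 at 3.04 and 0.303. Library composition is argued against, since the median of the mesendoderm list was -2.07 after quantile normalization. A share of differentiating cells that differed between the primed cultures may explain it, and it was not tested, since no record of the cultures was used. The spread of these genes in the common fit is widened by it, which bears on T and Eomes in the knockout lines.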
